# Autophagy inhibition improves sensitivity to the multi-kinase inhibitor regorafenib in preclinical mouse colon tumoroids

**DOI:** 10.3389/fcell.2025.1631116

**Published:** 2025-07-23

**Authors:** Giulia Agostini, Morgane Leprovots, Jérôme Jeandriens, Anne Lefort, Frédérick Libert, Francesco Sclafani, Ingrid Langer, Alain Hendlisz, Marie-Isabelle Garcia

**Keywords:** colorectal cancer, regorafenib, chemoresistance, EMT, autophagy, organoids, tumoroids, fibroblasts

## Abstract

Colorectal cancer (CRC) remains the second leading cause of cancer-related deaths worldwide, with its incidence continuing to rise. Regorafenib, a multi-kinase inhibitor approved for palliative treatment, has been shown to extend survival in patients with metastatic CRC (mCRC) who have failed standard therapies. However, its clinical benefit is limited to a subset of patients, is typically short-lived, and is often accompanied by significant toxicity. The mechanisms by which CRC cells develop resistance to regorafenib remain incompletely understood. In this study, we investigated the mechanisms of regorafenib resistance using a preclinical mouse colon organoid model. Transcriptomic analysis of Apc wild-type and Apc-deficient organoids treated with regorafenib revealed upregulation of epithelial-to-mesenchymal transition (EMT), alterations in the secretome, and increased activation of phosphorylated Erk1/2. Notably, co-treatment with an autophagy inhibitor suppressed regorafenib-induced EMT and its associated secretory phenotype, leading to reduced cell proliferation and enhanced apoptosis in mouse organoids. The efficacy of this drug combination was further supported by cell viability assays in human CRC cell lines. In contrast, primary mouse colon fibroblasts exhibited greater resistance to both single-agent and combination regorafenib treatments. In summary, our findings using an organoid model suggest that autophagy inhibition may represent a promising strategy to overcome chemoresistance to regorafenib in mCRC patients.

## 1 Introduction

Colorectal cancer (CRC) is the second most frequently diagnosed cancer in men (after prostate and lung cancers) and the second most common in women (after breast cancer). According to World Health Organization statistics, 519,820 people in Europe were diagnosed with CRC in 2022, accounting for 12.7% of all new cancer cases (Globocan, 2022). By 2040, the global burden of CRC is projected to reach 3.2 million new cases and 1.6 million deaths annually, with the majority occurring in countries with high or very high Human Development Index (Morgan et al., 2023). CRC develops through a well-characterized process known as the adenoma-carcinoma sequence, which begins with the transformation of normal colonic epithelium into benign adenomatous polyps. Over time, these polyps may progress to invasive adenocarcinoma (Nguyen et al., 2020). Regular screening is the most effective strategy for early detection. In individuals with polyps, it serves as secondary prevention, while in healthy individuals, it functions as primary prevention (Li et al., 2024). Standard treatments for localized CRC include surgery, often combined with chemotherapy and/or radiotherapy (Brenner et al., 2014). Despite surgical resection, some patients experience disease recurrence, and others present with metastatic disease at diagnosis (Guraya, 2019). For these patients, therapeutic options remain limited.

Regorafenib is a multi-kinase inhibitor approved for use in patients with chemo-refractory metastatic CRC (mCRC) (de la Fouchardiere, 2018). It targets key pathways involved in CRC progression including angiogenesis via inhibition of VEGFR1, VEGFR2, VEGFR3, TIE2, PDGFR, FGFR1, and FGFR2; proliferation via inhibition of c-KIT, RAF1, BRAF, and RET; and metastasis via inhibition of VEGFR2, VEGFR3, and PDGFR (Arai et al., 2019). However, its clinical efficacy is often limited by the rapid development of drug resistance. Intrinsic resistance has been linked to constitutive activation of the RAF/MAPK/ERK pathway in tumors harboring mutations in *KRAS*, *BRAF* or *PI3KCA* (Goetz et al., 2014). Acquired resistance mechanisms include induction of epithelial-mesenchymal transition (EMT) and cellular senescence (Kehagias et al., 2022). Bulk RNA sequencing of patient-derived xenografts has associated resistance with elevated basal *EPHA2* expression (Lafferty et al., 2021). More recently, Mao et al. (2024) defined a gene expression signature in patient-derived tumor organoids in response to regorafenib, while transcriptomic analysis of tissues from treatment-sensitive and -resistant patients revealed involvement of metabolic pathways and P53 and ERBB signaling (Liu et al., 2025). Despite these advances, the mechanisms underlying regorafenib resistance and its toxicity to healthy tissues remain incompletely understood. A deeper understanding of these processes is essential to improve patient outcomes.

Recent breakthroughs in stem cell biology have identified key signaling pathways regulating stem cell self-renewal and differentiation in the adult colon (Barker et al., 2007; Sato et al., 2011). These findings have enabled the development of organoid technology, which involves culturing self-organizing stem cells in extracellular matrix scaffolds to form structures that mimic native tissue architecture (Qu et al., 2024). These three-dimensional *in vitro* systems closely replicate the cellular composition, behavior, and physiology of the original tissue (Sato et al., 2009). Like traditional cell lines, organoids are amenable to genomic, transcriptomic, and proteomic analyses, as well as high-throughput drug screening. Tumor organoids have emerged as powerful tools in cancer research, offering a platform for personalized medicine by accurately predicting patient-specific drug responses (Yang et al., 2023; Roerink SF, et al., 2018; Vlachogiannis et al., 2018; Ooft et al., 2019; Yao et al., 2020).

In this study, we used an *in vitro* colon organoid model to investigate the molecular mechanisms underlying regorafenib resistance in the epithelium. Organoids were derived from mouse colon tissue expressing or lacking the tumor suppressor gene *Apc*, which is mutated in most sporadic CRC (Fodde, 2002). Through transcriptomic, proteomic and cellular analyses, we found that regorafenib resistance involves an EMT-associated mechanism. Importantly, co-treatment with an autophagy inhibitor enhanced sensitivity to regorafenib. These findings, which were also validated in human CRC cell lines, suggest that combination therapy may offer a promising strategy to overcome chemoresistance in mCRC patients.

## 2 Materials and methods

### 2.1 Mice

All animal procedures complied with European Union guidelines and were approved by the local ethics committee (CEBEA from the faculty of Medicine, ULB) under the accepted protocol 631N. To generate tumor-derived organoids, *Tg(Vil1-cre/ERT2)23Syr/J* (El Marjou et al., 2004) and *Apc* ^*tm1Tyj/J*^ (referred to as Apc^flox^) (Robanus-Maandag et al., 2010) mice were bred and maintained under pathogen-free conditions. Adult *Vil-cre/ERT2/Apc* ^*wt/wt*^ and *Vil-cre/ERT2/Apc* ^*flox/flox*^ mice were intraperitoneally injected with tamoxifen (2 mg per 30 g of body weight) for three consecutive days to induce recombination at the *Apc* locus. Colon tissues were harvested 2–3 days after the final injection. Tamoxifen was dissolved in a sunflower oil/ethanol mixture (9:1) at 10 mg/mL (Sigma-Aldrich and VWR, respectively). Colon fibroblast cells were obtained from C57BL/6 mice (Janvier-Labs).

### 2.2 Cell culture procedures

#### 2.2.1 Mouse colon organoid cultures

To generate colon organoids, adult mouse colon was cut into 3–5 mm pieces and incubated in 10 mM EDTA (Invitrogen) in DPBS (Gibco) for 30 min on ice with shaking at 80 rpm. Mechanical dissociation was performed by ups-and-downs in a fetal bovine serum (FBS, Thermofisher) pre-coated 10 mL pipette. The suspension was filtered through a 70 µm filter (Corning) and centrifuged at 300 × g for 5 min. Pelleted crypts were embedded in LDEV-free Matrigel (Corning) and incubated for 20 min at 37°C before adding culture medium, as described (Sato et al., 2011). The culture medium consisted of Advanced-DMEM/F12 medium (Gibco) supplemented with 20 mM GlutaMAX (Gibco), 1X N2 (Gibco), 1X B27 w/o vit. A (Gibco), penicillin-streptomycin, gentamycin and amphotericin cocktail, 10 mM HEPES (all from Thermofisher Scientific), 1 mM N-acetyl cysteine and 10 mM nicotinamide (both from Sigma-Aldrich), 50 ng/mL EGF, 100 ng/mL Rspondin 1 (both from R&D systems), 100 ng/mL Noggin (Peprotech), and 50% Wnt3a conditioned medium produced with L Wnt-3A cells (ATCC CRL-2647) following manufacturer’s instructions. Culture medium was changed every other day and after 8–9 days in culture, organoids were harvested and digested with TripLE Express (Thermo Fisher Scientific) for 5 min at 37°C. Cells were centrifuged at 1,300 rpm for 5 min and (re)plated in Matrigel as described above. Culture media were supplemented with 10-µM Y-27632 (Sigma-Aldrich) during initial seeding and replating for the first 48 h. See Supplementary Table S1 for organoid lines characteristics. Quantitative image analysis of vesicles in organoids was performed using QuPath (Figure 2E). For each image, a region corresponding to an on-focus area within the organoids was delineated. The area of each region was measured in pixels, and the number of visible vesicles within each was manually quantified.

#### 2.2.2 Mouse colon fibroblast cultures

Mouse fibroblasts isolated from C57B/6 mice were isolated from residual colon tissue following crypt enrichment (see section 2.2.1). Tissue fragments were washed in DMEM/F-12 supplemented with 10% FBS and 2% penicillin/streptomycin by manual shaking and centrifugation (1,300 rpm, 4 min). This step was repeated three times to remove debris and loosely attached cells. Tissue fragments were then digested in DMEM/F-12 containing 10% FBS, 1% penicillin/streptomycin, 1 mg/mL Collagenase D (Sigma-Aldrich) and 1 mg/mL Dispase (Gibco) at 37°C for 45 min with agitation and manual pipetting every 15 min to facilitate tissue dissociation. After digestion, samples were centrifuged at 1,300 rpm for 4 min, and the cell pellet was resuspended in DMEM with 10% FBS, 1% penicillin/streptomycin, and 1% amphotericin. The suspension was filtered through a 100 μm strainer and seeded into 6-well plates. See Supplementary Table S1 for fibroblast cell lines characteristics.

#### 2.2.3 CRC cell cultures

The commercially available human CRC cell lines were cultured in a 5% CO_2_ incubator at 37°C with the following media: HT-29 (ATCC, #HTB-38™) and HCT 116 (ATCC, #CCL-247™) in Mc Coy medium (VWR), DLD-1 (ATCC, #CCL-221™) and LoVo (ATCC, #CCL-229™) in RPMI (Gibco), and SW480 (ATCC, #CCL-228™) in EMEM (ATCC). All media were supplemented with 10% FBS and 1% penicillin-streptomycin. See also Supplementary Table S1.

#### 2.2.4 Inhibitors

Regorafenib (Selleckchem.com) and autogramin-2 (MedChemExpress) were prepared as 10 mM stock solutions in DMSO. They were used on organoids, CRC and fibroblast cells at concentrations and for duration times that are indicated in Figures and Figures legends.

### 2.3 Cell viability assay

CRC cell lines and fibroblasts were seeded at densities of 10,000 and 30,000 cells per well, respectively. CRC lines were seeded in poly-L-lysine (Sigma-Aldrich)-coated 96-well plates. After 24 h, cells were incubated with compounds at the indicated concentrations. Following 72 h of treatment, the medium was removed, and cells were rinsed with phosphate-buffered saline (PBS), fixed with 10% neutral buffered formalin (NBF) solution (Avantor) for 15 min and stained with 0.1% crystal violet (Sigma-Aldrich) for 30 min. Wells were washed with tap water and lysed with 0.2% Triton X-100 in DPBS (Sigma-Aldrich) for 90 min. Absorbance was measured at 570 nm using a BIO RAD iMark Microplate Reader.

### 2.4 Tissue processing, immunohistochemistry and immunofluorescence

Samples were fixed with 10% NBF solution for 20 min at room temperature, followed by sequential sedimentation through 20% and 30% sucrose solutions before embedding in Tissue freezing medium (Leica). Section (6 µm) were used for immuno-fluorescence, histochemistry and *in situ* hybridization. For immunofluorescence/histochemistry, antigen retrieval was performed using 10 mM sodium citrate. Organoid slides were incubated with primary antibodies overnight at 4°C. Detection was performed using HRP-conjugated secondary antibodies (Jackson Laboratories), ABC kits and DAB substrate (Vector Labs), followed by hematoxylin counterstaining (Millipore). For immunofluorescence, fluorochrome-conjugated secondary antibodies and DAPI were used. Slides were mounted with Coverquick 4000 (VWR Chemicals) for histochemistry or Fluorsave for fluorescence (Millipore). *In situ* hybridization was performed using the RNAscope kit (ACD-Biotechne) according to manufacturer’s instructions. Imaging was performed using a Nanozoomer digital scanner S360 for brightfield or a Zeiss Axio Observer inverted microscope with Zen Pro software for fluorescence. Antibodies, RNAscope probes and assay kits are listed in Supplementary Table S2.

### 2.5 RNA extraction, RNA sequencing and gene set enrichment analysis (GSEA)

Total RNA from organoids and fibroblasts was extracted using Rneasy mini kit (Qiagen) for crypts and cell lines following manufacturer’s instructions. RNA quality was assessed using a Fragment analyzer 5200 (Agilent technologies). RNA samples from organoids were used to generate indexed cDNA libraries using the NEB Next Ultra II directional RNA Library Prep Kit for Illumina® E7760L (NEW ENGLAND BioLabs Inc) according to the manufacturer’s protocol. Multiplexed libraries were sequenced on a NovaSeq 6000 (Illumina) using an S2 flow cell and sequences were produced using a 200 Cycles Kit. Sequencing reads were trimmed for adaptor sequence (Trimmomatic-0.36). After transcripts assembling, gene-level counts were obtained using HTSeq-0.9.1. Paired-end reads were aligned to the mouse reference genome GRCm38 using STAR, and annotation was based on the Mus_musculus.GRCm38.90.gtf file obtained from ftp.Ensembl.org. Differential gene expression was conducted using the Degust tool from Monash University (Powel, 2019). CSV files containing gene expression data (based on 20 million mapped reads) were uploaded, and differentially expressed genes were identified using the EdgeR quasi-likelihood method with the following criteria: a minimum of 10 CPM (count per million) in at least two samples. Biological and canonical processes enriched in the output lists of upregulated and downregulated genes were further investigated using the molecular signatures database GSEA MolSig (Broad Institute) with the FDR q value set to less than 0.05 (Subramanian et al., 2005). Heatmaps in Figures 1D, 6D were generated by uploading the list of differentially expressed genes obtained from Degust onto the Heatmapper web server (Babicki et al., 2016).

**FIGURE 1:**
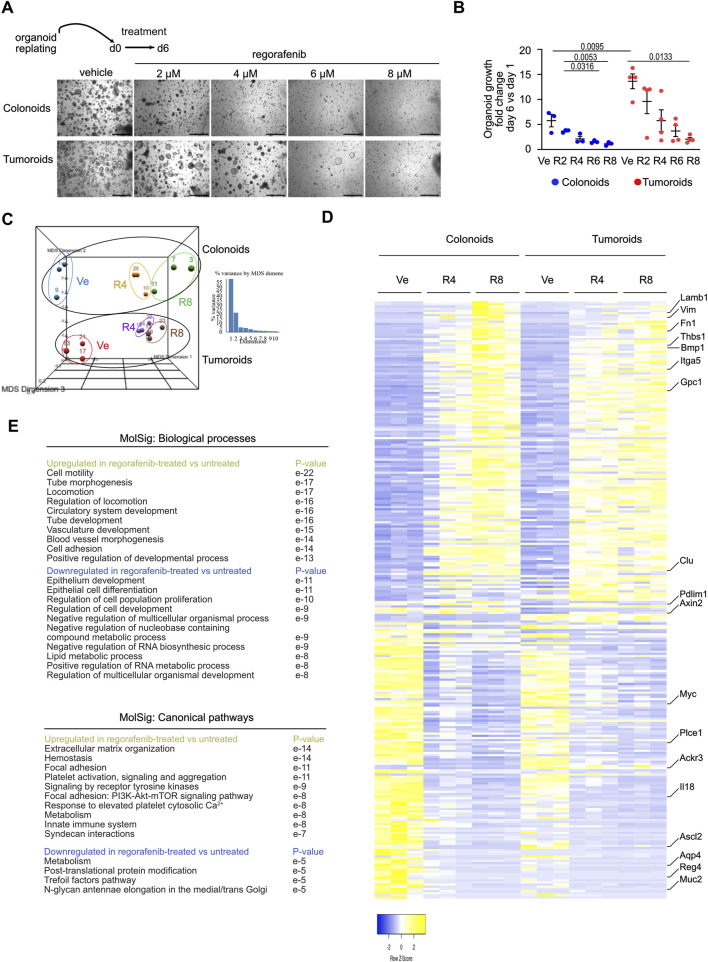
Regorafenib activates an Epithelial Mesenchymal Transition process in mouse organoids **(A)**. Representative pictures showing the effect of regorafenib concentration on mouse colonoid or tumoroid cultures at day 6 (d6), endpoint of the treatment. Scale bars: 500 µm. **(B)** Quantification of organoid growth estimated as the mean area fold change of day 6 versus (vs.) day 1. Ve: Vehicle, 2 µM (R2), 4 µM (R4) or 8 µM (R8) regorafenib. Each symbol refers to an individual organoid line generated from an individual mouse (n = 3 colonoids, n = 4 tumoroids). One hundred elements were analyzed per organoid line. Data are represented as means ± sem. Two-way ANOVA tests with Tukey’s multiple comparisons. **(C)** Principal component analysis (PCA) plot of vehicle (Ve), 4 µM (R4) or 8 µM (R8) regorafenib-derived organoid transcriptomes. Each dot refers to an individual sample (n = 3 colonoid and 3 tumoroid lines). Fold change relative to colonoids in Ve conditions with false discovery rate of 0.001 and absolute fold change of 0.585 (11,308 expressed genes). **(D)** Heatmap of the 277 differentially expressed genes in vehicle (Ve), 4 µM (R4) or 8 µM (R8) regorafenib-derived organoids (log 2-fold change). **(E)** GSEA-Biological processes and Canonical pathways for upregulated and downregulated gene lists in regorafenib vs. vehicle-treated organoids. p value is indicated.

### 2.6 Gene expression analysis by qPCR

qRT-PCR experiments were performed on total RNA extracted from tumoroids using the RNeasy Mini Kit (Qiagen). A DNAse I treatment (Invitrogen) was used to remove potential DNA contaminants. cDNA was prepared using RnaseOUT and Superscript II according to the manufacturer’s protocol (Invitrogen). qPCRs were performed on the qTower 3 from Analytik Jena. Gene expression levels were normalized to *Ywhaz* used as a reference gene and quantified using the qBase Software (Biogazelle). Primer sequences are listed in Supplementary Table S2.

### 2.7 Proteomic profiling

For Western blot analysis, colon organoids were treated with compounds for 6 days. Organoids were collected using Cell Recovery Solution (Corning), incubated for 1 h to dissolve Matrigel, and washed twice with PBS. Organoids were lyzed in 100 μL of buffer containing a protease inhibitor cocktail (Roche). The lysis buffer consisted of HEPES (50 mM), NaCl (150 mM), EDTA (10 mM), sodium pyrophosphate (10 mM), sodium fluoride (100 mM), and sodium orthovanadate (Na_3_VO_4_, 2 mM) in Milli-Q water, with the pH adjusted to 7.5. Ten and thirthy micrograms of proteins per organoid and CRC line sample, respectively, were loaded onto 15% polyacrylamide SDS-PAGE gels and transferred to nitrocellulose membrane. Membranes were blocked in 5% milk at room temperature for 1 h, and incubated overnight at 4°C with phospho-p44/42 MAPK primary antibody. After three washes in PBS 0,01% Tween (BioRad), membranes were incubated at room temperature for 1 h with IgG HRP-conjugated goat anti-rabbit secondary antibody diluted in 5% milk. Chemiluminescent detection was performed using a 1:1 mixture of substrate (ThermoFisher). Membranes were stripped using 0.1 M glycine (pH 2.8) on a shaking platform for 30 min, repeated four times. To neutralize the pH, membranes were washed twice in PBS for 5 min each. Subsequently, membranes were re-blocked at room temperature for 1 h in 5% milk, followed by overnight incubation at 4°C with p44/42 MAPK primary antibody. The rest of the procedure was as described above. Antibodies are listed in Supplementary Table S2. For secretome analysis, culture supernatants from organoids treated for 6 days were collected, centrifuged at 300 *g* for 15 min and stored at −20°C until use. For each sample, 200 μg of proteins were loaded onto Mouse XL Cytokine Array membranes (R&D Systems) according to the manufacturer’s instructions. For proteome profiler phospho-kinase assays (R&D Systems), organoids were harvested using the Cell recovery solution and 280 μg of proteins were loaded onto membranes. Protein concentration was determined using the Pierce BCA Protein Assay kit (ThermoFisher). Images were captured using the Solo S imaging system (Vilber Lourmat) at various exposure times.

### 2.8 Statistical analysis

Statistical analyses were performed with Graph Pad Prism version 10. All experimental data are expressed as mean ± sem unless otherwhile stated in Figure legends. The number of biological replicates used for each experiment is reported in Figure legends. The significance of differences between groups was determined by appropriate parametric or non-parametric tests as described in Figure legends. In all cases P < 0.05 was considered statistically significant. Exact p-values are reported in the Figures.

### 2.9 Data availability

The data sets generated and analyzed during the current study are available in the GEODATASET repository [GSE297312.]. The pwad038 Supplementary Table S3 from Mao et al (2024) was used to compare the regorafenib-induced gene expression signature (Pattern G5) in human CRC tumor-derived organoids treated with the data obtained in this study.

## 3 Results

### 3.1 Regorafenib activates an Epithelial Mesenchymal Transition program in mouse organoids

To better understand the molecular mechanisms underlying tumor resistance to regorafenib, a multi-kinase inhibitor currently used in CRC patients, mouse colon organoid lines were established from tamoxifen-treated VilCreERT2/Apc^+/+^ and VilCreERT2/Apc^fx/fx^ mice, generating colonoids and tumoroids, respectively. After replating and expansion, organoid lines were seeded in Matrigel and treated for 6 days with different concentrations of regorafenib or vehicle control (0.5% DMSO, corresponding to the vehicle concentration at the highest regorafenib dose). At this concentration, DMSO did not significantly alter gene expression compared to standard Sato culture medium (Supplementary Figure S1A). Notably, 8 µM regorafenib corresponds to the average plasma concentration observed in treated patients (EMA, 2025). After 6 days of treatment, regorafenib induced a dose-dependent reduction in growth in both colonoids and tumoroids, despite the observed growth advantage conferred by Wnt pathway activation in tumoroids under control conditions (Figures 1A,B). 

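Colonoids were grown from 3 lines of mice with wild-type Apc (M41, M40 and M1), and tumoroids from 3 lines in which Apc was deleted (F11, M3 and M14), each line from an individual mouse. Every line was cultured with vehicle (Ve), 4 µM regorafenib (R4) or 8 µM regorafenib (R8) for 6 days, which gave 18 libraries in 6 groups of 3. The authors trimmed the paired-end reads, aligned them with STAR to the mouse genome GRCm38, counted them per Ensembl gene with HTSeq and scaled each library to 20000000 counted reads (CP20M). The deposited values are whole numbers and each library sums to between 20006722 and 20019739, because every scaled count was rounded up. Genes of all lengths share 1 step between values within a library, so the values are not divided by transcript length. Whole reads were recovered from this step, and between 99.79% and 100.0% of the values of each library are whole multiples of it after rounding up. Between 512592 and 22367717 reads per library were counted on genes, with a median of 15697936. In colonoids the range was 6590319 to 16864641 in Ve (median 14061191), 512592 to 16548003 in R4 (median 12041981) and 4371813 to 10139393 in R8 (median 9770553). In tumoroids it was 15150039 to 20168864 in Ve (median 17655253), 17450392 to 22367717 in R4 (median 19228053) and 7549933 to 19308018 in R8 (median 16245834). The library with 512592 reads was colonoid line M41 in R4, in which 1 read equals 39.0 CP20M, against 0.894 to 4.58 CP20M in the others. Among 52636 genes, the 11320 with at least 200 CP20M (10 CPM) in at least 2 of the 18 libraries were tested. Differential expression was tested with limma on log2(CP20M + 20), with 1 coefficient per group, 1 estimate of the spread shared by all groups and Benjamini-Hochberg adjustment over the genes tested. After subtraction of the group means, libraries of the same line had a mean correlation of 0.43 across genes (range 0.01 to 0.89, 18 pairs), and libraries of different lines one of −0.21 (36 pairs). Genes are not independent replicates, so these correlations describe the libraries only. Since the lines recur in each treatment, values from a fit with the line as a block are given beside the others.

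**Figure D1:**
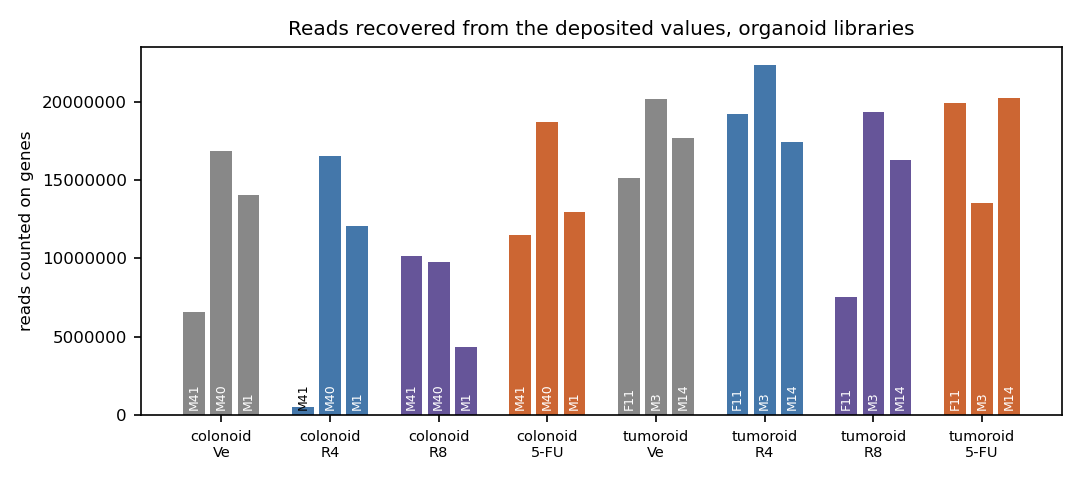
Number of reads counted on genes in each organoid library, as bars grouped by genotype and treatment with the line written on each bar. Line M41 in R4 has 512592 reads, and the 6 libraries treated with 5-FU, drawn in orange, stand in the same table and were left out of the 18.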

To investigate the underlying mechanisms, organoids treated with regorafenib or vehicle for 6 days were harvested for bulk RNA sequencing. 

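In a principal component analysis of log2(CP20M + 20) over the 11320 genes, the first component held 29.9% of the variance, of which 52.3% lay between the 6 lines, including 27.3% between genotypes. The library of line M41 in R4, with the fewest reads, stood at 135.1 on it, and the next library furthest from 0 at −31.1. The second component held 24.2%, and 89.1% of it lay between Ve, R4 and R8. The third component held 12.8%, with 59.2% of it between genotypes. On the third component the mean position was 17.6 for the 3 colonoid lines and −17.6 for the 3 tumoroid lines, and on the first 18.3 and −18.3. No other assignment of the genotypes to the 6 lines gave as wide a gap on either (two-sided exact permutation test, p = 0.1, the smallest p that 10 splits allow). Restricting the analysis to the 500 genes with the largest variance moved the treatments to the first component (29.2% of the variance, 73.8% of it between treatments) and genotype to the second (24.9%, 59.6% of it between genotypes).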

As shown in Figure 1C, the transcriptomes of colonoids and tumoroids were clearly distinguishable. Under control conditions, 70 genes were differentially expressed between tumoroids and colonoids using a false discovery rate (FDR) of 0.01 and an absolute log2-fold change ≥1 (Figures 1C,D). 

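The vehicle comparison rests on 3 colonoid and 3 tumoroid libraries, and the spread of each gene was estimated from all 18. Past an FDR of 0.01 and an absolute log2 fold change of 1 were 16 genes, 2 higher and 14 lower in tumoroids, and for all 16 the 3 tumoroid lines lay on one side of the 3 colonoid lines. An adjusted p under 0.05 was reached by 158 genes, and an unadjusted p under 0.05 by 1717. The count changed with the libraries in the fit, from 0 genes with the 6 vehicle libraries alone (1997 at an unadjusted p under 0.05) to 46 with all 24 organoid libraries, and was 3 to 49 across the 6 fits that each left out one line. With the library of 512592 reads left out, a choice made after seeing the data, 84 genes passed. The genes that rose were Nuak1 (ENSMUSG00000020032, chromosome 10, 84370905 to 84440597), with a log2 fold change of 2.52 (SE 0.381, adjusted p = 0.00725), and Dctd (ENSMUSG00000031562), with 1.33 (SE 0.21, adjusted p = 0.00878). Nuak1 was at 316 ± 143 CP20M in colonoids and 1919 ± 756 CP20M in tumoroids (mean ± SD, n = 3 lines each). Clca1 (ENSMUSG00000028255, chromosome 3, 145003817 to 145032776) fell most, by 6.24 on the log2 scale (SE 0.65, adjusted p = 0.000253), from 3026 ± 2224 to 10.3 ± 6.43 CP20M. Muc3 (ENSMUSG00000037390) followed with −4.33 (adjusted p = 0.00376) and the processed pseudogene Gm4875 (ENSMUSG00000082791) with −4.30 (adjusted p = 4.07e-06). Apc itself (ENSMUSG00000005871, chromosome 18, 34220924 to 34322552) was at 3298 ± 1157 CP20M in colonoids and 5038 ± 151 CP20M in tumoroids (log2 fold change 0.68, SE 0.363, adjusted p = 0.4), and a count over the whole gene does not show the loss of single exons.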

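Ackr3 (ENSMUSG00000044337, chromosome 1, 90203980 to 90216751) was at 8.33 ± 6.11 CP20M in vehicle-treated colonoids and 180.0 ± 54.6 CP20M in tumoroids (mean ± SD, n = 3 lines in each group here and for the genes that follow), a log2 fold change of 2.80 (SE 0.631, adjusted p = 0.0398). Adcy3 (ENSMUSG00000020654, chromosome 12, 4133103 to 4213525) rose from 40.3 ± 4.62 to 285 ± 148 CP20M (2.24, SE 0.451, adjusted p = 0.0268), and it overlaps Cenpo on the opposite strand. For Fam222a (ENSMUSG00000041930, chromosome 5, 114568016 to 114613220) the means were 302 ± 57.6 and 794 ± 110.1 CP20M (1.34, SE 0.272, adjusted p = 0.0268). Casz1 (ENSMUSG00000028977, chromosome 4, 148804429 to 148954889) fell from 1201 ± 251 to 480.3 ± 109.5 CP20M (−1.29, SE 0.274, adjusted p = 0.0329). Frk (ENSMUSG00000019779, chromosome 10, 34483399 to 34611278) went from 1333 ± 247 to 596 ± 63.2 CP20M (−1.12, SE 0.244, adjusted p = 0.0352), and Homer2 (ENSMUSG00000025813, chromosome 7, 81600481 to 81707527) from 1492 ± 46.5 to 782 ± 118 CP20M (−0.93, SE 0.235, adjusted p = 0.0675). Pdlim1 (ENSMUSG00000055044, chromosome 19, 40221173 to 40271842), at 2898 ± 438 CP20M in colonoids and 953 ± 288 CP20M in tumoroids, was the one of these 7 genes past the FDR of 0.01 (−1.62, SE 0.218, adjusted p = 0.00426). With each line left out in turn, its log2 fold change stayed between −1.84 and −1.41, and the adjusted p rose to 0.0712 at most. With the library of 512592 reads left out, a choice made after seeing the data, the adjusted p was 0.00987 for Casz1 and 0.00304 for Frk, under 0.01, and 0.0176 for Ackr3, 0.0106 for Adcy3, 0.0117 for Fam222a and 0.0144 for Homer2.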

Tumoroids demonstrated upregulation of oncogene-associated genes (*Ackr3*, *Adcy3*, *Fam222*) and downregulation of tumor suppressor genes (*Casz1*, *Frk*, *Homer2*, *Pdlim1*) (Supplementary Figure S1B). 

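Axin2 (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783), a target of Wnt signaling, was at 1955 ± 523 CP20M in colonoids and 7491 ± 1883 CP20M in tumoroids in vehicle (mean ± SD, n = 3 lines), a log2 fold change of 1.93 (SE 0.425, adjusted p = 0.0362). Ascl2 (ENSMUSG00000009248, chromosome 7, 142966829 to 142969264) was at 105 ± 37.6 and 284 ± 204 CP20M (1.11, SE 0.55, adjusted p = 0.355), and its difference was within the spread between lines. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) was at 6404 ± 1218 and 9653 ± 1604 CP20M (0.59, SE 0.291, adjusted p = 0.351). Tiam1 (ENSMUSG00000002489, chromosome 16, 89787111 to 90143769) had 1414 ± 580.4 and 3209.7 ± 1308 CP20M (1.20, SE 0.36, adjusted p = 0.114), and Cdca7 (ENSMUSG00000055612, chromosome 2, 72476159 to 72486893) 689 ± 177 and 2026 ± 1454 CP20M (1.33, SE 0.427, adjusted p = 0.14). All 5 genes were higher in tumoroids, and none passed the FDR of 0.01 in the 18 libraries. Without the library of 512592 reads, which was left out after its values were seen, Axin2 passed (adjusted p = 0.00645), and Tiam1 (0.044) and Cdca7 (0.0497) fell under 0.05. In an own list of intestinal stem cell genes, 10 of the 11 genes tested were higher in tumoroids, and limma's camera test of the list gave an adjusted p of 0.337.

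**Figure D2:**
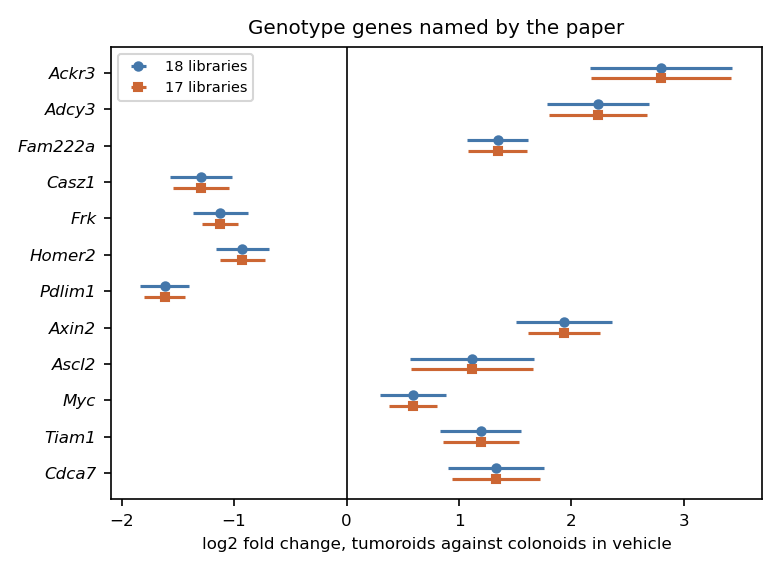
Log2 fold change of 12 genes between tumoroids and colonoids in vehicle, with bars of 1 standard error, from the fit of 18 libraries and from the fit of 17 without the library of 512592 reads. The fold changes coincide and the standard errors are smaller with 17 libraries.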

As expected, tumoroids also showed elevated expression of intestinal stem cell signature genes (*Axin2*, *Ascl2*, *Myc*, *Tiam1*, *Cdc7c)* from Muñoz et al. (2012) due to Apc loss-of-function (Supplementary Figure S1C). 

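The mean of the 4 regorafenib groups was compared with the mean of the 2 vehicle groups, 12 libraries against 6. At an FDR of 0.001 and an absolute log2 fold change of 0.585, 563 of the 11320 genes passed, 319 higher and 244 lower under regorafenib, and 552 of the 563 changed the same way in every line. With the line as a block 755 genes passed, 444 higher and 311 lower, of which 515 were among the 563. The median log2 fold change of all genes tested was −0.10. In colonoids alone 165 genes passed (87 higher, 78 lower) and in tumoroids alone 23 (17 higher, 6 lower), with 20 genes in both lists, all changed in the same direction. With the block these counts were 268 and 95. Across the 11320 genes the log2 fold changes of colonoids and tumoroids had a Pearson's r of 0.784 and a Spearman's rho of 0.726, and genes are not independent replicates. A difference between the genotypes in the response passed an FDR of 0.05 for 1 gene, Clca1 (adjusted p = 0.0482), and 349 genes had an unadjusted p under 0.05. R8 and R4 differed in 51 genes at an FDR of 0.05 and an absolute log2 fold change of 0.585. Of these, 21 were higher and 30 lower in R8, and 201 genes passed with the block. The count of 563 fell to 20 when a gene had to pass in both genotypes separately, rose to 889 with edgeR's quasi-likelihood test on whole reads and was 155 to 642 across the 6 fits that each left out one line. Leaving out the library of 512592 reads, chosen after seeing the data, gave 1127 genes, and 1428 with the block as well. The largest rises were those of Fn1, Lamb1 (ENSMUSG00000002900, chromosome 12, 31265234 to 31329644; log2 fold change 4.401, SE 0.366, adjusted p = 3.94e-06), Apol7d (ENSMUSG00000073652; 4.26, adjusted p = 7.64e-06), Vim and Igfbp7 (ENSMUSG00000036256; 3.66, adjusted p = 2.82e-05). Apol7d lies on the strand opposite to Fn1 and overlaps its end, and the paper does not state whether reads were counted by strand. The largest falls were those of Car1 (ENSMUSG00000027556, chromosome 3, 14766216 to 14808368; −4.60, SE 0.528, adjusted p = 2.94e-05), Aqp4, Dmbt1 (ENSMUSG00000047517; −4.00, adjusted p = 0.000117), Isx (ENSMUSG00000031621; −3.81, adjusted p = 2.57e-07) and Aoc1 (ENSMUSG00000029811; −3.43, adjusted p = 2.82e-05).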

Regorafenib treatment led to 277 differentially expressed genes in organoids (i.e., both colonoids and tumoroids) using a FDR 0.001 and log2-fold change ≥0.585 (Figures 1C,D). Treatment upregulated genes involved in cell motility, tube morphogenesis, locomotion, circulatory system development (e.g., *Thbs1*, *Bmp1, Gpc1*, *Fn1*), while downregulating genes associated with epithelial development, epithelial cell differentiation, regulation of cell population proliferation and negative regulation of nucleobase containing compound metabolic process (e.g., *Chga*, *Muc2*, *Il18*) (Figures 1D,E; Supplementary Figure S1C). 

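Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200), which encodes fibronectin, was at 8382 ± 4706 CP20M in Ve, 84170.0 ± 24571 in R4 and 147496 ± 87442 in R8 in colonoids, and 1722 ± 967, 83201 ± 65392 and 70311 ± 49620.4 in tumoroids (mean ± SD, n = 3 lines per group here and for the genes that follow). Its log2 fold change over both genotypes was 4.54 (SE 0.433, adjusted p = 8.65e-06, 1.75e-06 with the line as a block), the largest rise of the genes past the threshold. Leaving out each line in turn kept it between 4.401 and 4.67. Thbs1 rose by 2.98 (SE 0.317, adjusted p = 1.78e-05). Bmp1 (ENSMUSG00000022098, chromosome 14, 70474558 to 70520234) was at 189 ± 32.6 CP20M in Ve, 1140.3 ± 249 in R4 and 2287 ± 1221 in R8 in colonoids, and 246 ± 84.4, 1079.7 ± 521 and 1158 ± 613 in tumoroids (2.46, SE 0.27, adjusted p = 2.16e-05). Gpc1 (ENSMUSG00000034220, chromosome 1, 92831645 to 92860779) was at 853 ± 177 CP20M in Ve, 2836 ± 430.1 in R4 and 4619 ± 963 in R8 in colonoids, and 1647 ± 342, 3688 ± 734 and 4204 ± 1225 in tumoroids (1.65, SE 0.159, adjusted p = 9.05e-06), and it overlaps Ankmy1 on the opposite strand. All 4 genes rose in 6 of 6 lines. Il18 (ENSMUSG00000039217, chromosome 9, 50554827 to 50581840) fell in 6 of 6 lines, from 3211 ± 489 CP20M in Ve to 425 ± 238 in R4 and 414 ± 268 in R8 in colonoids and from 939 ± 312 to 318 ± 106 and 383 ± 49.9 in tumoroids (−2.20, SE 0.276, adjusted p = 5.98e-05). Muc2 (ENSMUSG00000025515, chromosome 7, 141690340 to 141754693) was at 2171 ± 2032 CP20M in Ve, 153.7 ± 206 in R4 and 21.3 ± 14.2 in R8 in colonoids, and 17.3 ± 21.0, 7.67 ± 2.52 and 6.67 ± 3.22 in tumoroids, and its change of −2.16 did not pass the FDR of 0.001 (SE 0.649, adjusted p = 0.0229, 0.00578 with the block). Chga (ENSMUSG00000021194, chromosome 12, 102554969 to 102565028) was at 218 ± 189 CP20M in Ve, 40 ± 38 in R4 and 10.3 ± 9.61 in R8 in colonoids, and 15 ± 14.7, 10.7 ± 11.6 and 3.67 ± 4.73 in tumoroids (−1.14, SE 0.538, adjusted p = 0.132, 0.0246 with the block). Both fell in 5 of 6 lines. In tumoroids alone Muc2 changed by −0.32 and Chga by −0.34, and with single lines left out these values ran from −0.66 to 0.15 and from −0.58 to 0.04, so their direction in tumoroids was not stable.

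**Figure D3:**
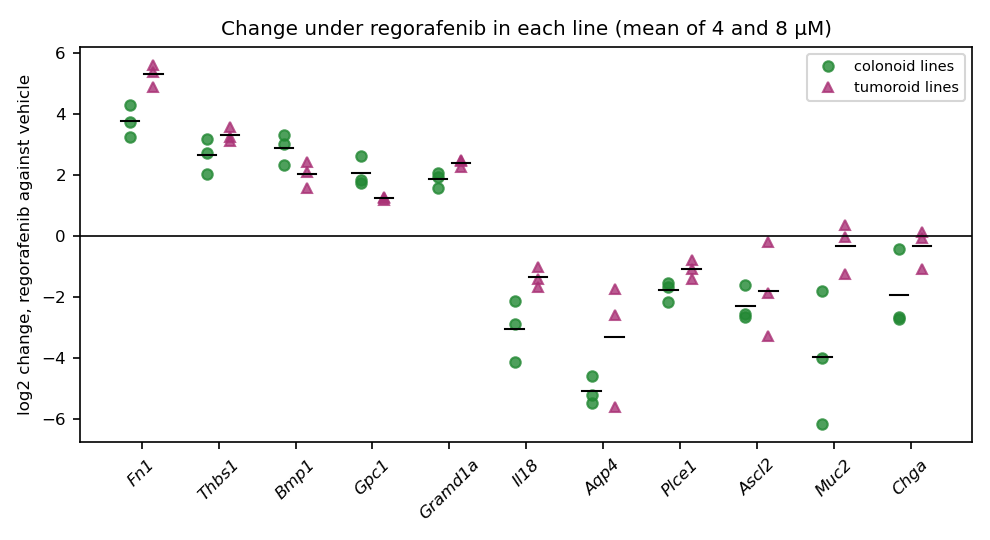
Log2 change with regorafenib (mean of R4 and R8 against Ve) of 11 genes in each organoid line, circles for colonoids and triangles for tumoroids, with a bar at the mean of each genotype. Fn1, Thbs1, Bmp1, Gpc1 and Gramd1a lie above 0 in all 6 lines, and Muc2 differs most between the genotypes.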

Markers of the intestinal stem cell signature (*Ascl2*, *Myc*, *Tiam1*, *Cdc7*, *Aqp4*, *Plce1*) were also downregulated in both organoid types (Supplementary Figure S1C). 

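Aqp4 (ENSMUSG00000024411, chromosome 18, 15389496 to 15410982) was at 1622 ± 707 CP20M in Ve, 27.7 ± 26.2 in R4 and 32.7 ± 29.0 in R8 in colonoids, and 555 ± 744, 15 ± 6.25 and 6.33 ± 6.03 in tumoroids (mean ± SD, n = 3 lines), with a log2 fold change of −4.21 (SE 0.473, adjusted p = 2.47e-05, 7.28e-05 with the line as a block). Plce1 (ENSMUSG00000024998, chromosome 19, 38481109 to 38785030) was at 2239.7 ± 728 CP20M in Ve, 637 ± 87.9 in R4 and 617 ± 201 in R8 in colonoids, and 773 ± 121, 348 ± 35.2 and 348 ± 12 in tumoroids (−1.44, SE 0.152, adjusted p = 1.75e-05). Ascl2 reached 5.33 ± 5.51 in R4 and 4.67 ± 1.53 CP20M in R8 in colonoids and 50.3 ± 12.6 and 77 ± 72.0 CP20M in tumoroids (−2.04, SE 0.337, adjusted p = 0.000509), and with the block its adjusted p of 0.00124 was above 0.001. Myc (−0.89, SE 0.178, adjusted p = 0.00205), Tiam1 (−1.05, SE 0.22, adjusted p = 0.00287) and Cdca7 (−1.29, SE 0.262, adjusted p = 0.00219) did not pass the FDR of 0.001 without the block. With it they did, at 0.000385, 0.000971 and 0.00063. These 6 genes fell in 6 of 6 lines, and limma's camera test of the 6 together gave an adjusted p of 0.076 (0.0951 with the block). Adjusted over the 6 genes alone all 6 passed, and over all genes tested 3. The paper names these genes as lower in these same libraries, so tests of the 6 as a list are not independent of its calls. Cdc7 (ENSMUSG00000029283) did not reach 200 CP20M in 2 of the libraries and was not tested, with 73.3 ± 49.7 CP20M in colonoids and 127 ± 163 CP20M in tumoroids in Ve.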

Collectively, these data indicate that regorafenib treatment activates an EMT process and suggest overall reduced stem cell activity and epithelial proliferation.

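Lists of genes for EMT, matrix, stem cells and proliferation, written before the data were examined, were tested with limma's camera, and the p was adjusted over the 27 lists of the comparison. Of 7 EMT genes expressed, 6 were higher under regorafenib (median log2 fold change 2.22, adjusted p = 0.0741, 0.0676 with the line as a block), and 5 passed the FDR of 0.001 and 0.585, the same number when the adjustment covered the list alone. Vim (ENSMUSG00000026728, chromosome 2, 13573927 to 13582826) was at 46 ± 39.3 CP20M in Ve, 1184 ± 1144 in R4 and 1303 ± 973 in R8 in colonoids, and 3 ± 3, 269 ± 53.1 and 443 ± 68.9 in tumoroids (mean ± SD, n = 3 lines), with a log2 fold change of 4.08 (SE 0.377, adjusted p = 7.14e-06). Itga5 (ENSMUSG00000000555; 2.22, adjusted p = 5.17e-05) and Tnc (ENSMUSG00000028364; 3.16, adjusted p = 0.000219) also rose in 6 of 6 lines. Zeb1 (ENSMUSG00000024238) stayed below the filter, at 65 ± 25 CP20M in colonoids and 30.0 ± 15.9 CP20M in tumoroids in R4. Cdh1 (ENSMUSG00000000303), which encodes E-cadherin, was at 24387 ± 3222 CP20M in colonoids and 17923 ± 3678 CP20M in tumoroids in Ve and did not change (−0.02, SE 0.2, adjusted p = 0.945), with values of −0.09 to 0.02 when single lines were left out. Among 11 stem cell genes expressed, 8 were lower (adjusted p = 0.574). Among 30 proliferation genes, 22 were lower over both genotypes, with a median of −0.11 (adjusted p = 0.949) and 0 genes past the threshold. In colonoids 29 of the 30 were lower (median −0.78), and in tumoroids 27 of the 30 were higher (median 0.42). The difference between genotypes had the same sign in 29 of the 30 genes, with a median of 1.30, and did not pass the test (adjusted p = 0.581). From the genes that rose and fell, the paper concludes that regorafenib activates an EMT process, and proposes that stem cell activity and epithelial proliferation are reduced.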

### 3.2 Phospho-ERK signaling activated by regorafenib treatment is attenuated by autophagy inhibition in mouse organoids

To investigate the pathway(s) involved in the organoid response to regorafenib, expression of known drug targets was first assessed under control conditions (Figure 2A, left panel). Among the tyrosine kinase receptors targeted by regorafenib, *Fgfr2*, and to a lesser extent *Fgfr4*, were expressed, along with the intracellular kinase *Raf1*. 

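The receptors and kinases named as regorafenib targets were read in the vehicle libraries and called expressed at a mean of 200 CP20M (10 CPM). Of 15 targets 3 were above this level in both genotypes. Fgfr2 (ENSMUSG00000030849, chromosome 7, 130162451 to 133123350) was at 834 ± 283 CP20M in colonoids and 839 ± 376 CP20M in tumoroids, and its annotated span covers other genes (mean ± SD, n = 3 lines, here and for the other targets). Fgfr4 (ENSMUSG00000005320, chromosome 13, 55152640 to 55168759) was at 339 ± 139 and 513 ± 272 CP20M, a difference between the receptors within the spread of the lines in tumoroids. Braf (ENSMUSG00000002413, chromosome 6, 39603237 to 39725463) had 1043 ± 163 and 1129 ± 56.3 CP20M. Kit (53.7 ± 40.7 and 9.33 ± 11.2 CP20M), Ret (40 ± 24.3 and 10.0 ± 7 CP20M), Flt1 (4.33 ± 5.13 and 3.67 ± 1.53 CP20M) and Kdr (1.33 ± 2.31 and 0 ± 0 CP20M) were below it. At a level of 1 CPM, 8 targets were called expressed in colonoids and 5 in tumoroids.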

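Of 26 ligands of these receptors, 6 had a mean of at least 200 CP20M in colonoids and 8 in tumoroids. Vegfa (ENSMUSG00000023951) was at 2032 ± 318 CP20M in colonoids and 3211 ± 1191 CP20M in tumoroids (mean ± SD, n = 3 lines, here and below), and Kitl (ENSMUSG00000019966) at 2252 ± 348 and 1138 ± 297 CP20M. Pdgfa (ENSMUSG00000025856) had 1722 ± 188 and 1233 ± 160.1 CP20M, and Pdgfb (ENSMUSG00000000489) 726 ± 311 and 677 ± 150.4 CP20M. Fgf13 (ENSMUSG00000031137) was at 294 ± 74.1 and 323 ± 109.7 CP20M. Fgf2 (ENSMUSG00000037225), at 209.7 ± 89.6 CP20M in colonoids and 138 to 388 CP20M over the tumoroid lines, was within 1 SD of the level that defined expression. Vegfb (ENSMUSG00000024962) was at 175 ± 31.8 CP20M in colonoids, below that level, and 271 ± 117 CP20M in tumoroids. Artn (ENSMUSG00000028539), a ligand of the Ret receptor complex, was at 198 ± 65.6 and 386 ± 332 CP20M. With the level set to 1 CPM, 14 ligands were called expressed in colonoids and 16 in tumoroids.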

The only ligands detected for the tyrosine kinase receptors were *Fgf2/13*, *Pdgfa/b*, *Vegfa/b* and *Kitl*; suggesting that regorafenib primarily inhibits intracellular Raf1 activity in cultured organoids (Figure 2A, right panel). Then, signaling cascades modulated by regorafenib were examined in two tumoroid lines using proteome profiler phospho-arrays (Figure 2B). While phosphorylation levels of β-catenin, GSK3α/β, and Wnk1 (detected at baseline) were not affected by drug treatment, regorafenib induced phosphorylation of Erk1/2 (Figures 2B,C). Although Erk1/2 activation via phosphorylation typically occurs in response to mitogenic signals via receptor tyrosine kinases, it can also been triggered by environmental stressors such as chemotherapy, through a process involving autophagy (Bishnu et al., 2021). Interestingly, *Gramd1a,* which encodes a cholesterol transfer protein required for autophagosome biogenesis (Laraia et al., 2019), was upregulated following regorafenib challenge in both colonoids and tumoroids (Figure 2D). 

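Gramd1a (ENSMUSG00000001248, chromosome 7, 31130127 to 31155896) was at 209 ± 60.8 CP20M in Ve, 753 ± 409.7 in R4 and 923 ± 259 in R8 in colonoids, and 235.7 ± 130.2, 1426 ± 898 and 1267 ± 639 in tumoroids (mean ± SD, n = 3 lines per group). Over both genotypes its log2 fold change was 2.13 (SE 0.311, adjusted p = 0.000201, 5.25e-06 with the line as a block), rank 58 by size among the 319 genes that rose. Expression increased in 6 of 6 lines, and the fold change stayed between 2.07 and 2.20 with each line left out in turn, with an adjusted p of 0.00302 at most. For colonoids alone the log2 fold change was 1.86 (SE 0.44, adjusted p = 0.0112, 0.000285 with the block) and for tumoroids alone 2.40 (SE 0.44, adjusted p = 0.00495, 9.63e-05 with the block).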

Brightfield imaging revealed a marked increase in vesicle formation in regorafenib-treated organoids compared to controls, consistent with active autophagy (Figure 1E). To assess the role of autophagy in the regorafenib response, organoids were treated with autogramin-2, an autophagy inhibitor targeting GramD1A, at 1 μM, either alone or in combination with 4 µM regorafenib for 4 days (Laraia et al., 2019). The combination significantly reduced organoid growth compared to regorafenib alone (Figure 2F) and was associated with a marked decrease in the proportion of phospho-Erk1/2 positive (+ve) cells in both kind of organoids (Figure 2G). Moreover, cotreatment reduced the density of LC3B^+ve^ labeled autophagosomes compared to regorafenib or autogramin-2 treatments alone (Supplementary Figure S2). Of note, consistent with high basal autophagy levels reported in intestinal and colon stem/progenitor cells (Groulx et al., 2012), organoids exhibited high density of LC3B^+ve^ punctuate staining in vehicle conditions (Supplementary Figure S2).

**FIGURE 2:**
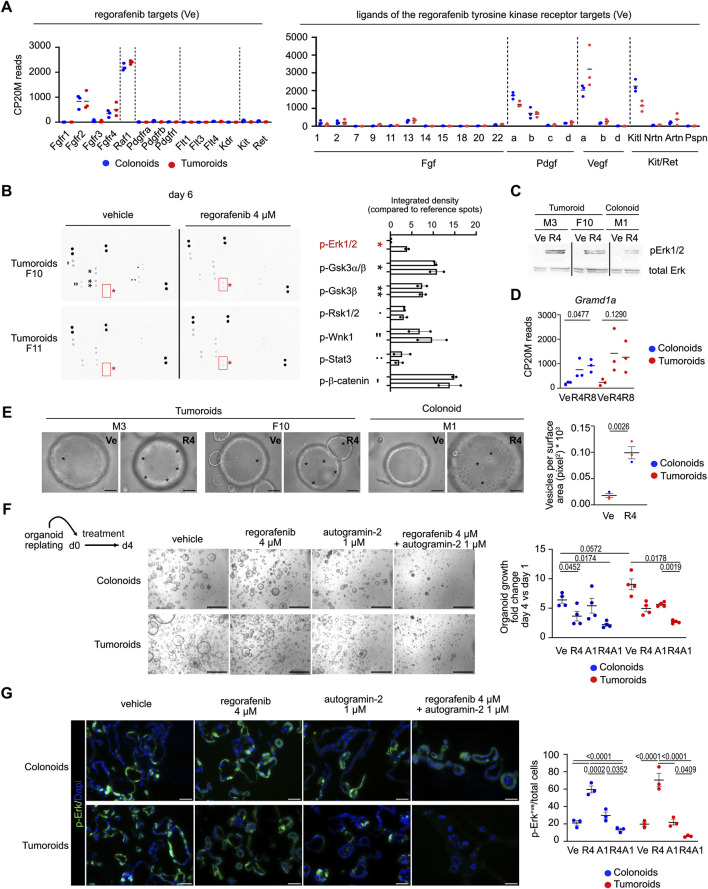
Phospho-ERK signaling activated by regorafenib treatment is suppressed by autophagy inhibition in mouse organoids **(A)**. Expression levels of genes coding for regorafenib targets and for ligands of the tyrosine kinase receptors in Vehicle (Ve) culture conditions. CP20M: counts per kilobase of transcript per 20 million mapped reads. Each symbol corresponds to the value of an organoid line generated from an individual mouse. **(B)** Membranes showing protein kinase phosphorylation in vehicle or regorafenib-treated tumoroids from two different lines. Right panel: integrated density for the detected signals. **(C)** Western blot showing phospho-Erk (p-Erk1/2) induction in regorafenib 4 µM (R4) vs. vehicle (Ve)-treated tumoroid and colonoids. **(D)** Expression levels of the *Gramd1a* gene. CP20M: counts per kilobase of transcript per 20 million mapped reads. Vehicle (Ve), 4 µM regorafenib (R4) or 8 µM regorafenib (R8). Each symbol corresponds to the value of an organoid line generated from an individual mouse. One way ANOVA test with Tukey’s multiple comparisons. **(E)** Representative brightfield pictures showing the presence of vesicles (evidenced by asterisks) in 4 µM regorafenib (R4)-treated organoids compared to vehicle (Ve) conditions at day 4. Right panel: quantification of the vesicular density as the number of vesicles per surface area. Ten elements were analyzed per organoid line per culture condition. Unpaired t-test. Scale bar: 50 µm. **(F)** Representative pictures showing the effect of regorafenib, autogramin-2 or combined treatment on mouse colonoid or tumoroid cultures at day 6 (d6), endpoint of the treatment. Scale bars: 500 µm. Right panel: quantification of organoid growth estimated as the mean area fold change of day 4 versus (vs.) day 1. Vehicle (Ve), 4 µM regorafenib (R4), autogramin-2 1 µM (A1) and combined treatment (R4A1). Each symbol refers to an individual organoid line generated from an individual mouse (n = 4 colonoids, n = 4 tumoroids). One hundred elements were analyzed per organoid line. Data are represented as means ± sem. Two-way ANOVA tests with Tukey’s multiple comparisons. **(G)** Representative pictures of immunofluorescence showing phospho-Erk levels in vehicle or treated colonoids and tumoroids. Nuclei counterstained with Dapi. Scale bars: 50 µm. Right panel: quantification of p-Erk positive (+ve) cells relative to the total number of cells. Vehicle (Ve), 4 µM regorafenib (R4), autogramin-2 1 µM (A1) and combined treatment (R4A1). Each symbol refers to an individual organoid line (n = 3 colonoids, n = 3 tumoroids). An average of 850 cells were analyzed per organoid line. Two-way ANOVA tests with Tukey’s multiple comparisons.

### 3.3 Autophagy inhibition improves regorafenib-mediated effect on mouse organoids

We next investigated the impact of single or combined treatments on cell proliferation and programmed cell death in organoids. While treatment with autogramin-2 alone barely affected either cell proliferation or apoptosis compared to vehicle controls, co-treatment with regorafenib and the autophagy inhibitor enhanced the anti-proliferative effect of regorafenib and increased apoptosis (Figure 3A). Moreover, the impact of cotreatment on the expression of various genes differentially modulated upon regorafenib treatment was studied by *in situ* hybridization and qRT-PCR experiments (Figures 3B,C). 

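In the RNA sequencing of organoids, Thbs1 (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133) was at 1004 ± 277 CP20M in Ve, 4096 ± 2717 in R4 and 12700.0 ± 8422 in R8 in colonoids, and 538 ± 117, 6833 ± 171 and 4900.3 ± 2685 in tumoroids (mean ± SD, n = 3 lines). By the size of its log2 fold change it ranked 14 among the 319 genes that rose, and its rise was seen in 6 of 6 lines. With each line left out in turn the fold change stayed between 2.84 and 3.13. The adjusted p with the line as a block was 8.01e-05. In colonoids alone the log2 fold change was 2.65 (SE 0.449, adjusted p = 0.00143) and in tumoroids alone 3.31 (SE 0.449, adjusted p = 0.000986). Thbs1 overlaps Gm29233 on the opposite strand.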

Among the most upregulated genes in regorafenib-treated samples was *Thbs1,* which encodes the matricellular protein Thrombospondin-1. This protein is reported to mediate non-cell-autonomous morphological and transcriptional responses in Apc-deficient intestinal organoids, promoting activation of the surrounding normal epithelium (Jacquemin et al., 2022). *Thbs1*, which is also overexpressed in the stromal compartment of colon tumors, is thought to contribute to immunosuppression in CRC (Omatsu et al., 2023). Co-treatment with regorafenib and autogramin-2 significantly reduced *Thbs1* expression compared to vehicle-treated conditions (Figures 3B,C). A similar expression pattern was detected for *Inha*, which encodes Inhibin A, a protein implicated in 5-FU resistance in colon cancer cells (Zhang et al., 2024), and, to a lesser extent, the *Gpc1*, a gene associated with EMT activation, increased invasion and migration in CRC cells, and proposed as a biomarker for stage III CRC relapse (Li et al., 2017). Furthermore, genes such as *Ptk7* (overexpressed in colon carcinoma cells), *Mex3a* (a marker of drug-tolerant persister CRC cells) and *Yap* (involved in 5-FU resistance in CRC cell lines), were upregulated following regorafenib treatment alone but returned to baseline levels whith combination treatment (Figure 3C) (Jin et al., 2024; Álvarez-Varela et al., 2022; Xu et al., 2024). However, *Bmp1*, which was upregulated by regorafenib, was not significantly affected by the addition of autogramin-2 (Figure 3B). Moreover, *Il18*, which encodes a proinflammatory cytokine that may enhance anti-tumor ability of natural killer cells against CRC, was among the most downregulated genes following regorafenib treatment, alone or in combination with autogramin-2 (Figure 3B) (Li et al., 2021).

**FIGURE 3:**
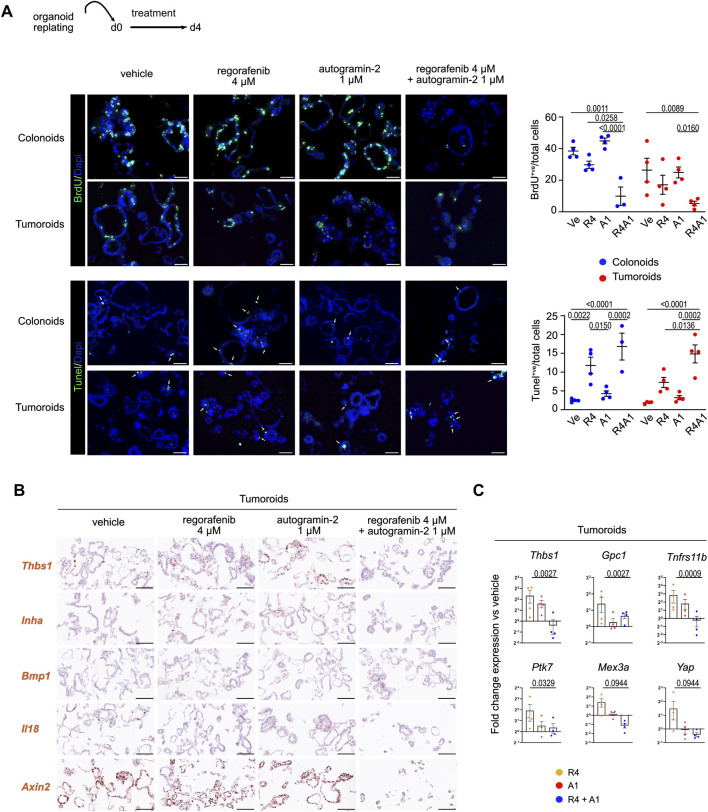
Combined regorafenib treatment and autophagy inhibition reduces the EMT-related chemoresistance process in mouse organoids **(A)**. Representative pictures of immunofluorescence showing cell proliferation (BrdU incorporation) and cell apoptosis (Tunel assay) in vehicle or treated colonoids and tumoroids. Nuclei counterstained with Dapi. Arrows indicate apoptotic cells. Scale bars: 50 µm. Right panels: quantification of BrdU^+ve^ cells or Tunel^+ve^ cells relative to the total number of cells. Each symbol refers to an individual organoid line (n = 4 colonoids, n = 4 tumoroids). Vehicle (Ve), 4 µM regorafenib (R4), autogramin-2 1 µM (A1) and combined treatment (R4A1). An average of 750 cells were analyzed per organoid line. Two-way ANOVA tests with Tukey’s multiple comparisons. **(B)** Expression of EMT-related transcripts detected in tumoroids by RNAscope. Scale bars: 100 µm. **(C)** Gene expression analysis by qRT-PCR of the indicated genes modulated by single or combined drug challenge. 4 μM regorafenib (R4), autogramin-2 1 µM (A1) and combined treatment (R4A1). Each symbol corresponds to a given tumoroid line. Expression levels are relative to vehicle-treated sample set at 1 per tumoroid line. One-way ANOVA tests with Dunn’s multiple comparisons. *Thbs1*: R4 vs. R4A1: p = 0.0370; *Gpc1*: R4 vs. R4A1: p = 0.0370; *Tnfrs11b*: R4 vs. R4A1: p = 0.0155; *Ptk7*: Ve vs. R4 and R4 vs. R4A1: p = 0.0823; *Mex3a*: R4 vs. R4A1: p = 0.0823; *Yap*: R4 vs. R4A1: p = 0.0823.

Next, to investigate potential changes in the secretome profile of tumoroids following drug treatment, we performed cytokine assays to screen for 70 secreted molecules (Figure 4A). Thirty-one proteins were detected at significant levels in culture supernatants across two independent experiments. Of these, 10 proteins were only detected in tumoroid cultures, while 21 were present in the culture medium regardless of the presence of cells (Figure 4A). As shown in the heatmaps representing linear fold changes relative to vehicle-treated conditions, Osteoprotegerin (*Tnfrs11b/Opg*) was the most differentially secreted protein following regorafenib treatment. Notably, co-treatment with autogramin-2 abolished its secretion. These data are consistent with qRT-PCR and immunofluorescence data, which also showed downregulation of *Tnfrs11b* mRNA levels and loss of protein expression in tumoroids upon cotreatment (Figures 3C, 4B). Interestingly, Osteoprotegerin has been proposed as a prognostic marker in CRC and has been shown to suppress memory CD4^+ve^ T cell infiltration (Zhang et al., 2021). Moreover, Cxcl1(KC) and Osteopontin (Opn/Spp1) were secreted in response to regorafenib treatment, whereas cotreatment reduced their levels (Figure 4A). Expression of Opn was confirmed by immunofluorescence staining of tumoroid sections using anti-Opn antibodies (Figure 4B). Altogether, these experiments with mouse organoids revealed that regorafenib induces transcriptomic and proteomic changes associated with EMT and chemoresistance, which can be effectively mitigated by cotreatment with the autophagy inhibitor autogramin-2.

**FIGURE 4:**
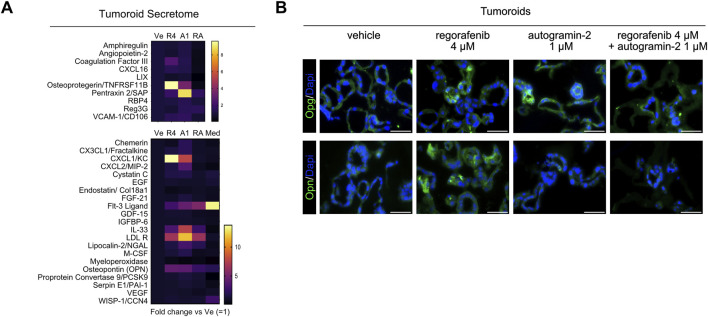
Secretome analysis of tumoroids **(A)**. Heatmap showing tumoroid secreted molecules upon 4 µM regorafenib (R4), autogramin-2 1 µM (A1), combined drug treatment (RA) vs. vehicle (Ve) or culture medium alone (Med). Mean of two independent (Ve, R4 and RA) or a single experiment (A, Med). **(B)** Representative pictures of immunofluorescence showing expression of Osteoprotegerin/Tnfrsf11b (OPG) and Osteopontin/Spp1 (OPN) in vehicle or drug-treated tumoroids. Nuclei counterstained with Dapi. Scale bars: 50 µm.

### 3.4 Autophagy inhibition can improve sensitivity of CRC lines to regorafenib

We extended our analysis to several high-grade human CRC cell lines representing CMS1 (LoVo, DLD-1), CMS3 (HT-29) and CMS4 (SW480, HCT 116) subtypes, following the protocol outlined in Figure 5A (Berg et al., 2017; Luk et al., 2025). Dose-response curves for autogramin-2 revealed different sensitivities, with IC50 values ranging from 3.8 µM in LoVo cells to 0.27 µM for HCT 116 cells (Figure 5A, upper panels). Then, dose-response assays were performed using regorafenib alone or in combination with 3 concentrations of autogramin-2 (Figure 5A, lower panels). At the lowest tested concentration (0.5 µM), autogramin-2 significantly reduced the IC50 of regorafenib in 4 out of 5 cell lines. LoVo cells, however, appeared relatively resistant to both single and combination treatments (Figure 5A). These data suggested that autophagy inhibition can enhance regorafenib sensitivity in human CRC cells. To further explore the underlying mechanisms, we analyzed pERK 1/2 signaling by Western blot. As expected, based on their mutational profiles, HT-29 (BRAF V600E) and HCT116 (KRAS G13D) cells, exhibited constitutive ERK activation under vehicle conditions (Figure 5B). Regorafenib treatment reduced pERK 1/2 signals in both lines. In HT-29 cells, autogramin-2 alone downregulated ERK signaling and acted synergistically with regorafenib (Figure 5B, left panels). In contrast, HCT 116 cells, highly sensitive to autogramin-2, showed an unexpected increase in pERK 1/2 levels upon treatment with the autophagy inhibitor, either alone or in combination with regorafenib (Figure 5B, right panels). These differences may reflect distinct mutational landscapes, and further experiments are needed to fully elucidate the signaling dynamics involved. Finally, to assess the translational relevance of our findings, we compared the regorafenib response-associated gene signature (referred to as pattern G5) reported by Mao et al. (2024) with the list of genes modulated in mouse colon organoids following regorafenib treatment (Figure 5C). Twenty-five percent of the mouse genes overlapped with the human G5 signature. 

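The genes that Fig. 5C lists as common to both species were looked up in the mouse organoid libraries. The human signature itself is not in the paper's files, so the share of overlap was not computed. Of the listed genes 63 were expressed, and 46 passed the FDR of 0.001 and the log2 fold change of 0.585 under regorafenib, 8.2% of the 563 genes that passed. In the joint test over the 5 comparisons with colonoids in vehicle, 38 of the 218 genes that passed were listed ones (17.4%), and in the same test in edgeR, chosen after seeing the data, 47 of 211 (22.3%). Only genes that the paper already lists can count in these shares. They are therefore not overlaps with the human signature and cannot be set against the paper's share. All 35 genes listed as upregulated were higher in the mouse organoids (median log2 fold change 1.52), and 31 passed, against 35 when the p was adjusted over the list alone. Of the 28 listed as downregulated, 26 were lower (median −1.34), and 15 passed, against 20 over the list alone. The lists come from the paper's own calls on these libraries, so their direction here is not independent of them.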

Interestingly, regorafenib commonly induced genes involved in “cell motility”, “response to wounding”, and “positive regulation of locomotion”, consistent with EMT activation. 

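Own lists of genes for autophagy and for lysosomes, written before the data were examined, were read in the organoid libraries with regorafenib against vehicle. Of 25 core autophagy genes expressed, 14 were higher and 11 lower, with a median log2 fold change of 0.05 (limma's camera test, adjusted p = 0.908). None of the 25 passed the FDR of 0.001, over all genes or over the list. All 27 lysosomal genes expressed were higher, with a median of 0.65 (adjusted p = 0.0741, 0.134 with the line as a block), and 8 passed over all genes and 11 over the list. When the libraries were rescaled by the median of ratios, the adjusted p of the lysosomal list was 0.0348.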

Genes associated with “process utilizing autophagic mechanism” were also upregulated, reinforcing the role of autophagy in drug resistance (Figure 5C). Conversely, downregulated genes were enriched in processes such as “negative regulation of multicellular organismal process, regulation of cell differentiation, regulation of cell population proliferation” (Figure 5C). Together, these analyses confirmed that regorafenib treatment downregulates stem cell and differentiation markers and implicates EMT and autophagy as key components of the resistance mechanism.

**FIGURE 5:**
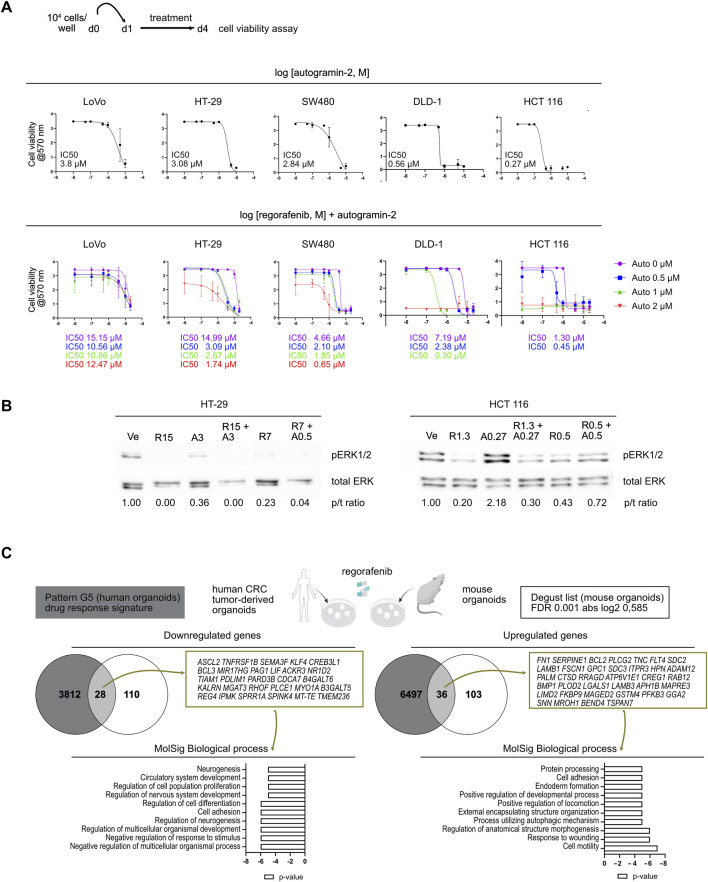
Autophagy inhibition improves sensitivity to regorafenib in colorectal cancer cell lines **(A)**. Dose-response curves of colorectal cancer cell lines treated with autogramin-2 (upper panels) or regorafenib combined with various concentrations of autogramin-2 (lower panels). The schematic representation of the cell viability assays performed on cell lines is shown. The IC50 for autogramin-2 is indicated in the graph for each cell line. Dose response curves for autogramin-2 were generated from the mean of 4 (LoVo) or 3 (HT-29, SW480, HCT 116, DLD-1) independent experiments, each performed in triplicate. Dose response curves for combined treatment were generated from the mean of 2 (LoVo, DLD-1) or 3-5 (HT-29, SW480, HCT 116) independent experiments, performed in triplicate. IC50 curves are represented as the mean ± sd of independent experiments. **(B)** Western blots of HT-29 and HCT 116 cells treated with vehicle (Ve), regorafenib (R) and autogramin-2 (A) at the indicated concentrations (µM). p/t ratio refers to the ratio of p-ERK 1/2/total ERK signals. Pictures represent a single experiment. **(C)** Compared gene expression profiles of mouse colon organoids (the 277 gene list) and human CRC tumor-derived organoids [drug response signature pattern (G5) reported by Mao et al (2024)] induced by regorafenib treatment. The genes commonly upregulated and downregulated in both types of samples were identified using the Venny 2.0.2 tool and the associated biological processes were further analyzed by GSEA MolSig. A list of common genes is provided.

### 3.5 Poor sensitivity of mouse primary fibroblasts to combined regorafenib and autogramin-2 treatment

To explore the effect of regorafenib on the stromal compartment, we established primary fibroblast cell lines from the colons of C57B/6 mice. 

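RNA was sequenced from 4 fibroblast lines (M3, M3(2), M1(2) and M11), each cultured with vehicle (Ve), 4 µM regorafenib (R4), 1 µM autogramin-2 (A1) or both (R4A1), and for M3, M3(2) and M1(2) with 10 µM regorafenib (R10). This gave 19 libraries, 4 per group and 3 for R10. The authors made the values as for the organoids, as CP20M rounded up, and the libraries sum to between 20008567 and 20015495. Between 7949965 and 12825919 reads per library were counted on genes, with a median of 9039204. By group the range was 8366392 to 12825919 in Ve (median 10373020), 8581979 to 10319809 in R4 (median 8917288) and 8584381 to 11588484 in R10 (median 9884546). In A1 it was 7949965 to 11962931 (median 8163270) and in R4A1 8302957 to 10184655 (median 9042612). The 11032 genes with at least 200 CP20M in at least 2 of the 19 libraries were tested with limma as in the organoids, with 1 coefficient per group. After subtraction of the group means, libraries of the same line had a mean correlation of 0.72 across genes (range 0.34 to 0.95, 36 pairs), against −0.23 for different lines (108 pairs), and genes are not independent replicates. Values with the line as a block are therefore given beside those without.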

First, bulk RNA sequencing revealed the presence of all fibroblast subtypes under standard culture conditions, with *Pdgfra* serving as a general marker (Brügger and Basler, 2023). 

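In the vehicle libraries of the 4 lines, Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) was at 2657 ± 1559.5 CP20M (mean ± SD, n = 4). Taken at a mean of 200 CP20M (10 CPM), 17 of the 20 fibroblast subtype markers listed were expressed, and all 20 at 1 CPM. Bulk libraries do not tell whether markers of different subtypes came from the same cells.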

Colonic “crypt fibroblast” subtypes 1 and 2 (*Cd34*/*Cd90*-positive) as well as colonic “top fibroblasts” were detected with expression of the specific *Col15a1*/*Sfrp1* (colonic crypt subtype 1), *Cd81*/*Grem1*/*Rspo3* (colonic crypt subtype 2) and *Tnc*/*Procr*/*Wnt5a* (colonic top) markers (Supplementary Figure S3). 

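The markers of both crypt subtypes, Cd34 (ENSMUSG00000016494) and Cd90, listed as Thy1 (ENSMUSG00000032011), were at 3602 ± 2172 and 471 ± 288 CP20M in vehicle (mean ± SD, n = 4 lines, here and for the markers that follow). Of the markers of subtype 1, Col15a1 (ENSMUSG00000028339) was at 828.5 ± 776 CP20M and Sfrp1 (ENSMUSG00000031548) at 2504 ± 1937 CP20M. Of those of subtype 2, Cd81 (ENSMUSG00000037706) was at 10466.8 ± 1352, Grem1 (ENSMUSG00000074934) at 66494 ± 26919.8 and Rspo3 (ENSMUSG00000019880) at 292 ± 139 CP20M. The top fibroblast markers Tnc, Procr (ENSMUSG00000027611) and Wnt5a (ENSMUSG00000021994) were at 62663 ± 9458, 1330.0 ± 705 and 3830.0 ± 604 CP20M. For Wnt5a line M3 stood apart, with 4736 CP20M against 3521 to 3540 in the other lines. The SD of Col15a1 and Sfrp1 was close to the mean, so that their level differed widely between lines.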

Cultured fibroblasts expressed several known targets of regorafenib, including *Fgfr1*, *Pdgfra, Pdgfrb*, *Flt4* and *Raf1*, along with ligands from the FGF, PDGF and VEGF pathways, suggesting potential effect of regorafenib treatment on these cells through multiple signaling routes (Figure 6A). However, cell viability assays performed on fibroblasts revealed an IC50 of 10.47 µM, indicating that fibroblasts are relatively resistant to regorafenib at clinically relevant concentrations (Figure 6B). 

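In vehicle, 8 of the 15 targets counted and 14 of the 26 ligands had a mean of at least 200 CP20M (12 and 20 at 1 CPM). Fgfr1 (ENSMUSG00000031565, chromosome 8, 25513654 to 25575718) was at 6595 ± 997 CP20M, Pdgfrb (ENSMUSG00000024620) at 7023 ± 2062 and Flt4 (ENSMUSG00000020357) at 1566 ± 1047 (mean ± SD, n = 4 lines, here and below). One line, M3(2), had 3122 CP20M of Flt4 and the others 888 to 1226. The kinase Braf was at 1372 ± 109 CP20M. Fgfr2 (673 ± 252), Kdr (361 ± 441) and Flt1 (221 ± 263) were lower, and the SD of Kdr and Flt1 exceeded their mean. Among the ligands, Fgf2 was at 5604 ± 1651 CP20M, Fgf10 (ENSMUSG00000021732) at 2186 ± 1071, Pdgfa at 1759 ± 633, Vegfa at 1515 ± 184 and Kitl at 3389 ± 1591 CP20M. The expression of these targets and ligands is the basis on which the paper proposes that regorafenib could act on fibroblasts through several signaling routes.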

We next compared the transcriptomes of fibroblasts treated with vehicle, autogramin-2 (1 µM), regorafenib (4 or 10 µM) or a combination of autogramin-2 (1 µM) and regorafenib (4 µM). 

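In a principal component analysis of log2(CP20M + 20) over the 11032 genes, the first component held 42.6% of the variance, and 99.1% of it lay between the 4 lines. The second held 21.5% and the third 18.6%, of which 69.7% and 49.6% lay between treatments.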

Using an FDR of 0.05 and an absolute log2-fold change ≥0.585, we identified 630 differentially expressed genes across treatment conditions (Figures 6C,D). 

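A moderated F test over the 4 treatments against vehicle, at an FDR of 0.05 and with a largest absolute log2 fold change of at least 0.585, was passed by 570 of the 11032 genes, 282 with a rise and 288 with a fall as their largest change. An unadjusted p under 0.05 was reached by 2255 genes. With the line as a block 1763 genes passed (870 and 893), and 552 of the 570 were among them. Across the 4 fits that each left out one line the count was 145 to 926. Without the block, R10 changed 809 genes, R4A1 183, R4 113 and A1 0 (120 at an unadjusted p under 0.05). All genes past the threshold changed in the same direction in every line that received the treatment.

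**Figure D4:**
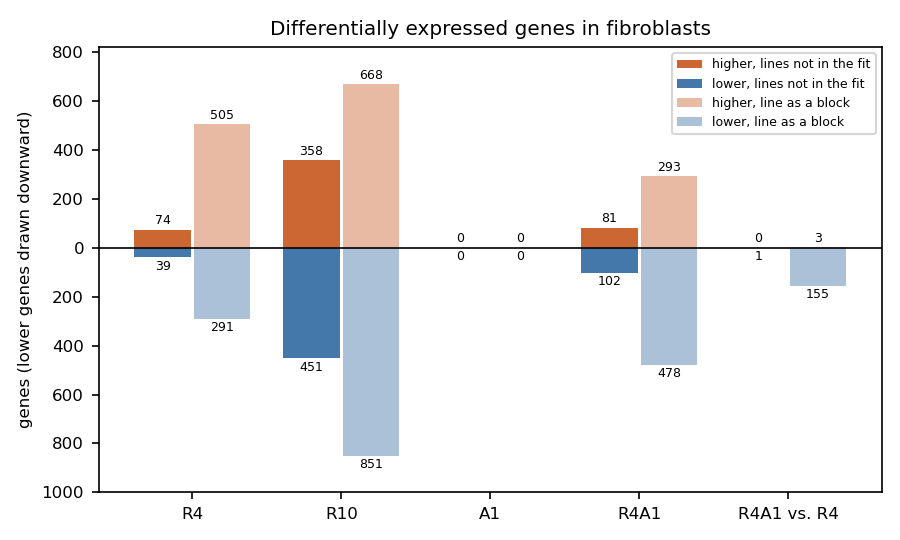
Number of differentially expressed genes in fibroblasts for R4, R10, A1 and R4A1 against Ve and for R4A1 against R4, higher genes drawn upward and lower genes downward, without (dark) and with (light) the line as a block. R10 has the most genes in both fits and A1 has 0.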

Consistent with cell viability assays, the most pronounced transcriptional changes were observed with 10 µM regorafenib, which strongly downregulated genes involved in “cell cycle progression” and “cell division”, while upregulated genes related to “cell adhesion” and “cell motility” (Figure 6E). In contrast to epithelial-derived organoids, fibroblasts appeared resistant to autogramin-2 and showed limited transcriptional changes in response to 4 µM regorafenib. 

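R10 raised 358 genes and lowered 451 (668 and 851 with the line as a block), and the SD of the log2 fold changes over the 11032 genes was 0.516, against 0.363 for R4, 0.349 for R4A1 and 0.133 for A1. Line M11 has a Ve library and none in R10, so the fold changes of R10 without the block also carry the difference between M11 and the other lines. The block takes this out, and the SD of R10 was then 0.52, with the other 3 as before. Of the 113 genes past the threshold in R4, 106 also passed in R10, in the same direction. The largest rise with R10 was that of Galnt16 (ENSMUSG00000021130), from 31.3 ± 17.1 to 2124 ± 984 CP20M (log2 fold change 5.33, SE 0.408, adjusted p = 8.82e-07; mean ± SD, n = 4 lines in Ve and 3 in R10). Igfbp2 (ENSMUSG00000039323; 4.74, adjusted p = 1.9e-05), Slc1a6 (ENSMUSG00000005357; 4.48, adjusted p = 2.73e-06) and Ptprz1 (ENSMUSG00000068748; 4.38, adjusted p = 3.42e-06) followed. The largest falls were those of Spp1 (−4.82, SE 0.414, adjusted p = 2.73e-06), Hsd3b6 (ENSMUSG00000027869; −3.72, adjusted p = 0.00212) and Il1rl1 (ENSMUSG00000026069; −3.58, adjusted p = 7.24e-05). Pdgfra fell by 3.03 (SE 0.655, adjusted p = 0.0055). With the block the log2 fold changes were 5.44 for Galnt16, −4.67 for Spp1, −4.17 for Hsd3b6 and −3.28 for Pdgfra. In a list of proliferation genes written before the data were examined, 28 of 28 genes expressed were lower with R10, with a median of −1.55, and 27 passed the FDR of 0.05 and 0.585, over all genes and over the list. Limma's camera test weighs the list against all other genes and allows for the correlation between genes, as estimated from the data. It gave an adjusted p of 0.266. The same 28 genes were lower with R4 (median −0.47), with 0 past the threshold. The paper reports the transcriptional changes with R10 as the most pronounced and relates them to its viability assays.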

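With A1, 0 genes passed the FDR of 0.05 and a log2 fold change of 0.585, with or without the line as a block. Without the block the smallest adjusted p in limma was 0.982. R4 raised 74 genes and lowered 39 (505 and 291 with the block). Its largest changes were in Il1rl1 (−3.53, adjusted p = 0.000218), Galnt16 (3.41, adjusted p = 0.000212), Igfbp2 (3.39, adjusted p = 0.000656) and Spp1 (−3.31, SE 0.383, adjusted p = 0.000218). In line M1(2) Galnt16 reached 260.0 CP20M, against 607 to 638 in the others. Pdgfra fell by 2.51 (SE 0.607, adjusted p = 0.0459).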

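R4A1 was compared with R4 in the 4 fibroblast lines. At an FDR of 0.05 and an absolute log2 fold change of 0.585, 1 gene passed, Txnip (ENSMUSG00000038393, chromosome 3, 96557957 to 96561883), and 622 had an unadjusted p under 0.05. Txnip was at 2500.0 ± 234 CP20M in Ve, 1909.8 ± 207 in R4, 1767 ± 145 in A1 and 1191 ± 128 in R4A1 (mean ± SD, n = 4 lines), a log2 fold change of −0.67 between R4A1 and R4 (SE 0.096, adjusted p = 0.0293, 0.000777 with the line as a block). It overlaps Gm15441 on the opposite strand. With the line as a block 158 genes passed, 3 higher and 155 lower in R4A1. Against vehicle, R4A1 raised 81 genes and lowered 102 (293 and 478 with the block), and 76 of the 113 genes past the threshold in R4 were among the 183.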

The combination treatment did not significantly alter gene expression compared to regorafenib alone, with the exception of a few genes. These included *Spp1/osteopontin/Opn,* involved in myofibroblast activation, *Slfn2* reported to regulate quiescence in hematopoietic stem cells, and *Angptl4,* which plays a role in fibroblast activation (Figure 6F) (Gao et al., 2024; Warsi et al., 2022; Saito et al., 2023).

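Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) was at 4385 ± 2304 CP20M in Ve, 3712 ± 1631 in A1, 389 ± 115 in R4, 121 ± 32.6 in R10 and 227 ± 79.4 in R4A1 (mean ± SD, n = 4 lines, and 3 in R10, here and for the genes that follow). Between R4A1 and R4 its log2 fold change was −0.74 (SE 0.383, adjusted p = 0.882), and with the line as a block the SE was 0.194 and the adjusted p 0.0439. Slfn2 (ENSMUSG00000072620, chromosome 11, 83065112 to 83070678) was at 368 ± 89, 292 ± 47.4, 252 ± 49.5, 47.7 ± 16.0 and 102 ± 30.4 CP20M in the same order (−1.18, SE 0.208, adjusted p = 0.182, 0.00799 with the block). Angptl4 (ENSMUSG00000002289, chromosome 17, 33773750 to 33781830) was at 548 ± 95.2, 361 ± 119, 250.0 ± 107, 73.7 ± 17.8 and 136 ± 86.8 CP20M (−0.86, SE 0.329, adjusted p = 0.87, 0.0388 with the block), and in R4A1 line M3(2) had 265 CP20M against 83 to 104 in the others. All 3 genes were lower with R4A1 than with R4 in 4 of 4 lines, and passed the FDR of 0.05 with the block only. Against vehicle, R4A1 changed Spp1 by −4.05, Slfn2 by −1.68 and Angptl4 by −1.99 on the log2 scale.

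**Figure D5:**
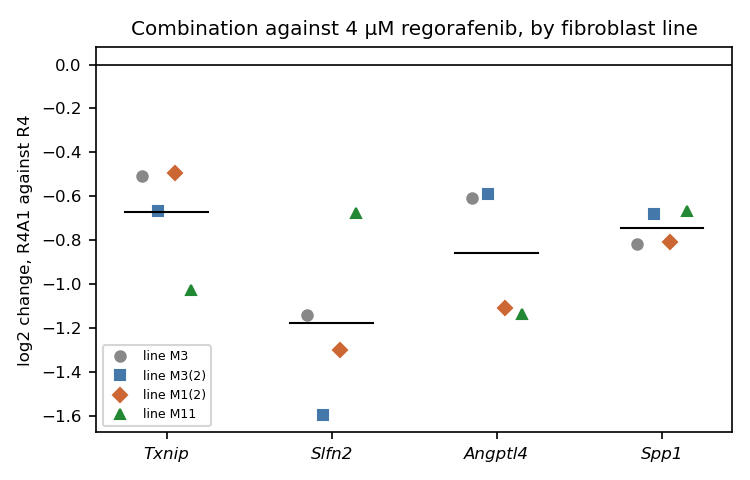
Log2 change between R4A1 and R4 of Txnip, Slfn2, Angptl4 and Spp1 in each of the 4 fibroblast lines, drawn as 1 symbol per line, with a bar at the mean. All 4 genes lie below 0 in every line.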

**FIGURE 6:**
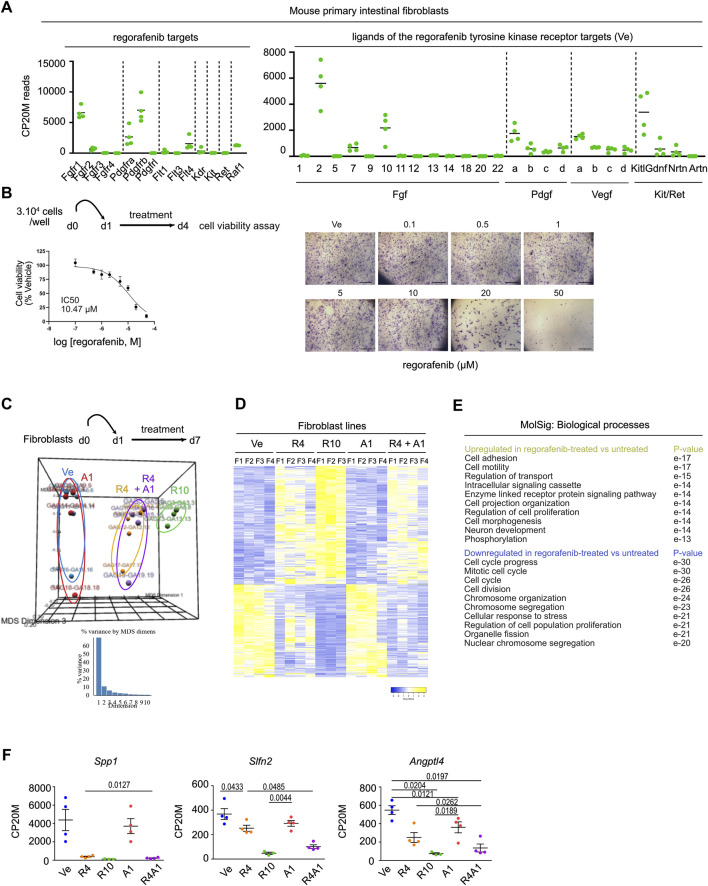
Mouse colon fibroblasts exhibit higher resistance to regorafenib treatment and autophagy inhibition **(A)**. Expression levels of genes coding for regorafenib targets and ligands of the tyrosine kinase receptors. CP20M: counts per kilobase of transcript per 20 million mapped reads. Each symbol corresponds to the value of a fibroblast cell line generated from an individual mouse. **(B)**Scheme of cell viability assays performed on mouse colon fibroblast cell lines. Left panel: dose-response curve of fibroblast cell lines treated with regorafenib (mean ± sd). The IC50 is indicated in the graph. Dose response curve was generated from mean values of 7 independent lines tested in triplicates, each line being generated from an individual mouse. Right panels: cell viability assay in one representative fibroblast cell line. Scale bars: 600 µm. **(C)**Principal component analysis (PCA) plot of vehicle (Ve), 1 µM autogramin-2 (A1), 4 µM (R4), 10 µM (R10) regorafenib or combined (R4A1)-treated fibroblast transcriptomes. Each dot refers to an individual sample (n = 4 fibroblast cell lines). Fold change relative to fibroblasts in Ve conditions with false discovery rate of 0.05 and absolute fold change of 0.585 (11,025 expressed genes). **(D)**Heatmap of the 630 differentially expressed genes in vehicle (Ve), 1 µM autogramin-2 (A1), 4 µM (R4), 10 µM (R10) regorafenib or combined (R4A1)-treated fibroblast transcriptomes (log 2-fold change). **(E)**GSEA- Biological processes for upregulated and downregulated gene lists in drug-treated vs. vehicle-treated organoids. p value is indicated. **(F)**Expression levels of several genes downregulated by regorafenib treatment. CP20M: counts per kilobase of transcript per 20 million mapped reads. vehicle (Ve), 1 µM autogramin-2 (A1), 4 µM (R4), 10 µM (R10) regorafenib or combined (R4A1). Each symbol corresponds to the value of an organoid line generated from an individual mouse. One-way ANOVA tests with Tukey’s multiple comparisons.

## 4 Discussion

In the present study, we aimed to gain a better understanding of the mechanisms underlying regorafenib resistance, with the goal of identifying new strategies to enhance cancer cell sensitivity to this drug. Regorafenib, a multi-kinase inhibitor, is primarily known for targeting angiogenesis through inhibition of the VEGF signaling pathway (Arai et al., 2019). Here, we focused on investigating the drug’s effects on both normal and *Apc*-deficient epithelial cells. Using a model based on primary cultures of mouse colon organoids, we provide evidence that this reductionist, orthologous system predicts the induction of EMT, a known mechanism of chemoresistance, upon treatment with clinically relevant concentrations of regorafenib (4–8 µM). Importantly, this EMT response could be attenuated by co-treatment with an autophagy inhibitor.

Transcriptomic analysis of regorafenib-treated organoids identified both epithelial and tumor-derived cells as direct targets of the drug. Regorafenib exposure induced EMT, a well-established contributor to chemoresistance (Chen et al., 2022; Kehagias et al., 2022). Upon treatment, epithelial cells began expressing genes typically associated with the stromal compartment, including extracellular matrix components and signaling molecules. This cellular plasticity may render epithelial cells less dependent on signals from their surrounding microenvironment. 

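In an own list of 24 matrix genes, 18 were expressed in the organoid libraries and all 18 were higher under regorafenib than in vehicle, with a median log2 fold change of 1.46 (limma's camera test, adjusted p = 0.0547, 0.0951 with the line as a block). The FDR of 0.001 and 0.585 were passed by 12 of them over all genes tested and by 15 over the list. Lama3 (ENSMUSG00000024421; 2.09, SE 0.268, adjusted p = 7.48e-05), Plod2 (ENSMUSG00000032374; 1.81, SE 0.186, adjusted p = 1.57e-05), Col4a1 (ENSMUSG00000031502; 1.40, SE 0.187, adjusted p = 9.71e-05) and Col4a2 (ENSMUSG00000031503; 1.22, SE 0.19, adjusted p = 0.000326) rose in 6 of 6 lines.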

Among the genes upregulated by regorafenib in organoids, *Inha* is of particular interest; it has been shown to be overexpressed in cancer-associated fibroblasts compared to normal fibroblasts and is implicated in tumor progression (Zhang et al., 2024; Li et al., 2023). Furthermore, proteins induced in epithelial cells by regorafenib may contribute to tumor immune modulation. 

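Inha (ENSMUSG00000032968) did not reach 200 CP20M in 2 of the libraries and was not tested. Its values were 7.67 ± 0.577 CP20M in Ve, 37.3 ± 21.1 in R4 and 21.7 ± 21.8 in R8 in colonoids, and 32.7 ± 18.5, 72.3 ± 41.02 and 68 ± 33.3 in tumoroids (mean ± SD, n = 3 lines), and the groups overlapped within their spread in tumoroids.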

For instance, *Thbs1*, commonly overexpressed in the colonic stromal compartment, is thought to promote immunosuppression in CRC, while *Spp1/Opn* marks macrophages involved in tumor immune evasion (Omatsu et al., 2023; Li et al., 2023). In addition, *Opg* has been implicated in the regulation of CD4^+^ T cell infiltration into the tumor microenvironment (Zhang et al., 2021). The observed downregulation of *IL18* following regorafenib treatment in organoids may further contribute to the development of a local immunosuppressive milieu (Li et al., 2021).

As regorafenib represents the last line of treatment for chemorefractory CRC patients, there is an urgent need to identify strategies to overcome regorafenib-induced resistance. In this study, we propose that targeting autophagy may offer a promising therapeutic approach. Autophagy is a physiological process that enables the recycling of cellular components and is involved in the cellular stress response to nutrient deprivation (Mulcahy Levy and Thorburn, 2020). In cancer, the role of autophagy is complex and context-dependent: it can act as a tumor suppressor during the early stages of cancer development, but under drug-induced stress, it may support tumor progression (Mahgoub et al., 2022). Consistent with the observed upregulation of phosphorylated Erk1/2 activity and increased autophagosome density in regorafenib-treated organoids, autophagic flux has been associated with the activation of this signaling pathway (Bishnu et al., 2021). In the present study, we provide transcriptomic, proteomic, and cellular evidence that combining autophagy inhibition with regorafenib treatment can help overcome drug-induced EMT and its associated secretory phenotype, leading to reduced cell proliferation and increased apoptosis. These findings initially observed in mouse organoids were confirmed in several human CRC cell lines, where combined treatment decreased the regorafenib IC50 by 2- to 5-fold. This reduction in the required drug concentration may help limit regorafenib-induced toxicity in normal adjacent tissues. Our results align with recent literature highlighting the complex interplay between autophagy and EMT in cancer, with EMT promoting autophagy and autophagy, in turn, regulating EMT either positively or negatively depending on the cellular context (Strippoli et al., 2024). Notably, although EMT and autophagy appear to play essential roles in regorafenib resistance, this does not exclude the involvement of other molecular mechanisms. In contrast, fibroblast cells (the main contributors to the stromal compartment) were much more resistant to regorafenib at the same concentrations. This suggests that the multi-kinase inhibitor preferentially targets epithelial cells in the colon, which exhibit a higher proliferative capacity compared to stromal fibroblasts.

Consistent with previous literature showing variability in autophagic flux among CRC cell lines, we found that HCT 116 cells were more sensitive to autophagy inhibition than SW480 or LoVo cells (Lauzier et al., 2019). Targeting autophagy in CRC has recently emerged as a promising therapeutic strategy (Ma et al., 2023). A recent phase I clinical trial evaluated the combination of the autophagy inhibitor hydroxychloroquine and a histone deacetylase (HDAC) inhibitor (entinostat) with regorafenib in metastatic CRC patients. However, this triple therapy was poorly tolerated and showed limited efficacy (Karasic et al., 2022). However, more potent and less toxic autophagy inhibitors, such as Lys05 and DC661, have recently been developed. Whether these compounds can suppress the regorafenib-induced profile as effectively as autogramin-2 remains to be determined in future experiments using our preclinical models.

A limitation of the current study lies inherently in the reductionist approach chosen, which focuses solely on investigating the impact of regorafenib on the epithelium. Recent publications have shed new light on the crosstalk among various cell populations within the tumor microenvironment, highlighting the instructive role that CRC tumor cells and stromal fibroblasts can play in modulating immunosuppressive states in immune cells (Li et al., 2023; Gao et al., 2024). Future co-culture experiments—using organoids and immune cells in the presence or absence of fibroblasts—should help elucidate the potential role of the regorafenib-induced organoid secretome in the crosstalk with colon stromal cells.

In summary, by employing a preclinical organoid model, our study highlights the potential of combining autophagy modulation with regorafenib to reduce treatment resistance in heavily pretreated mCRC patients. Future research should explore this therapeutic strategy using patient-derived tumor organoids (PDTOs) within a personalized medicine framework.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Autophagy inhibition improves sensitivity to the multi-kinase inhibitor regorafenib in preclinical mouse colon tumoroids
**Source:** Front Cell Dev Biol. 2025 Jul 23;13:1631116. doi: 10.3389/fcell.2025.1631116

## *Supplementary Material*

**Agostini et al.**

### **1 Supplementary Data**

Supplementary Material should be uploaded separately on submission. Please include any supplementary data, figures and/or tables.

Supplementary material is not typeset so please ensure that all information is clearly presented, the appropriate caption is included in the file and not in the manuscript, and that the style conforms to the rest of the article.

### **2 Supplementary Figures and Tables**

For more information on Supplementary Material and for details on the different file types accepted, please see [here](#).

Table 1

**Table 1.** List of cells used in this study

| Organoid line | Mouse genotype                        | Age          | Sex    |
|---------------|---------------------------------------|--------------|--------|
| F4 (2)        | VilCreERT2 Heterozygous/Apc Wild-type | 2 months old | Female |
| M1            | VilCreERT2 Heterozygous/Apc Wild-type | 2 months old | Male   |
| M40           | VilCreERT2 Heterozygous/Apc Wild-type | 2 months old | Male   |
| M41           | VilCreERT2 Heterozygous/Apc Wild-type | 2 months old | Male   |
| F10           | VilCreERT2 Heterozygous/Apc $\Delta$  | 2 months old | Female |
| F11           | VilCreERT2 Heterozygous/Apc $\Delta$  | 2 months old | Female |
| M3            | VilCreERT2 Heterozygous/Apc $\Delta$  | 2 months old | Male   |
| M14           | VilCreERT2 Heterozygous/Apc $\Delta$  | 2 months old | Male   |

  

| CRC cell line | CMS subtype | Age | Gender | Organ                  |
|---------------|-------------|-----|--------|------------------------|
| LoVo          | CMS1        | 56  | Male   | Large intestine; Colon |
| DLD-1         | CMS1        | /   | Male   | Large intestine; Colon |
| HT29          | CMS3        | 44  | Female | Large intestine; Colon |
| HCT116        | CMS4        | /   | Male   | Large intestine; Colon |
| SW480         | CMS4        | 50  | Male   | Large intestine; Colon |

  

| Fibroblast line | Mouse genotype | Age          | Sex    |
|-----------------|----------------|--------------|--------|
| F1              | Wild-type      | 2 months old | Female |
| F3              | Wild-type      | 2 months old | Female |
| F4(2)           | Wild-type      | 2 months old | Female |
| M1              | Wild-type      | 2 months old | Male   |
| M2              | Wild-type      | 2 months old | Male   |
| M3              | Wild-type      | 2 months old | Male   |
| M3(2)           | Wild-type      | 2 months old | Male   |

Table 2

**Table 2.** List of products used in this study

## 2.1 Supplementary Figures

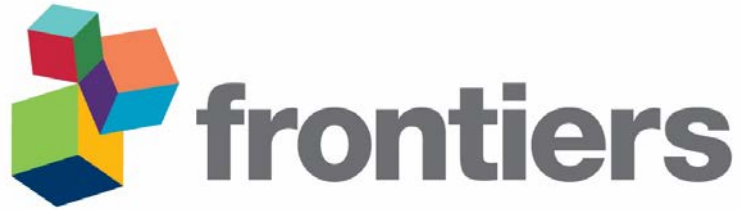

**Supplementary Figure 1.**

A. Gene expression analysis by qRT-PCR of the indicated genes following culture of organoids under the indicated conditions. Each symbol corresponds to a given tumoroid line. Expression levels are normalized to that of reference genes (*Gapdh* and *Ywhaz*). No statistics applied (n=2).

B. Expression levels of genes differentially modulated in Apc-deficient vs Apc wild-type organoids in Vehicle (Ve) conditions. CP20M: counts per kilobase of transcript per 20 million mapped reads. Unpaired t test with Welch's corrections.

C. Expression levels of genes coding for EMT- and stem cell-related markers. CP20M: counts per kilobase of transcript per 20 million mapped reads. Vehicle (Ve), 4  $\mu$ M regorafenib (R4) or 8  $\mu$ M regorafenib (R8). Each symbol corresponds to the value of an organoid line generated from an individual mouse. One way ANOVA test with Tukey's multiple comparisons.

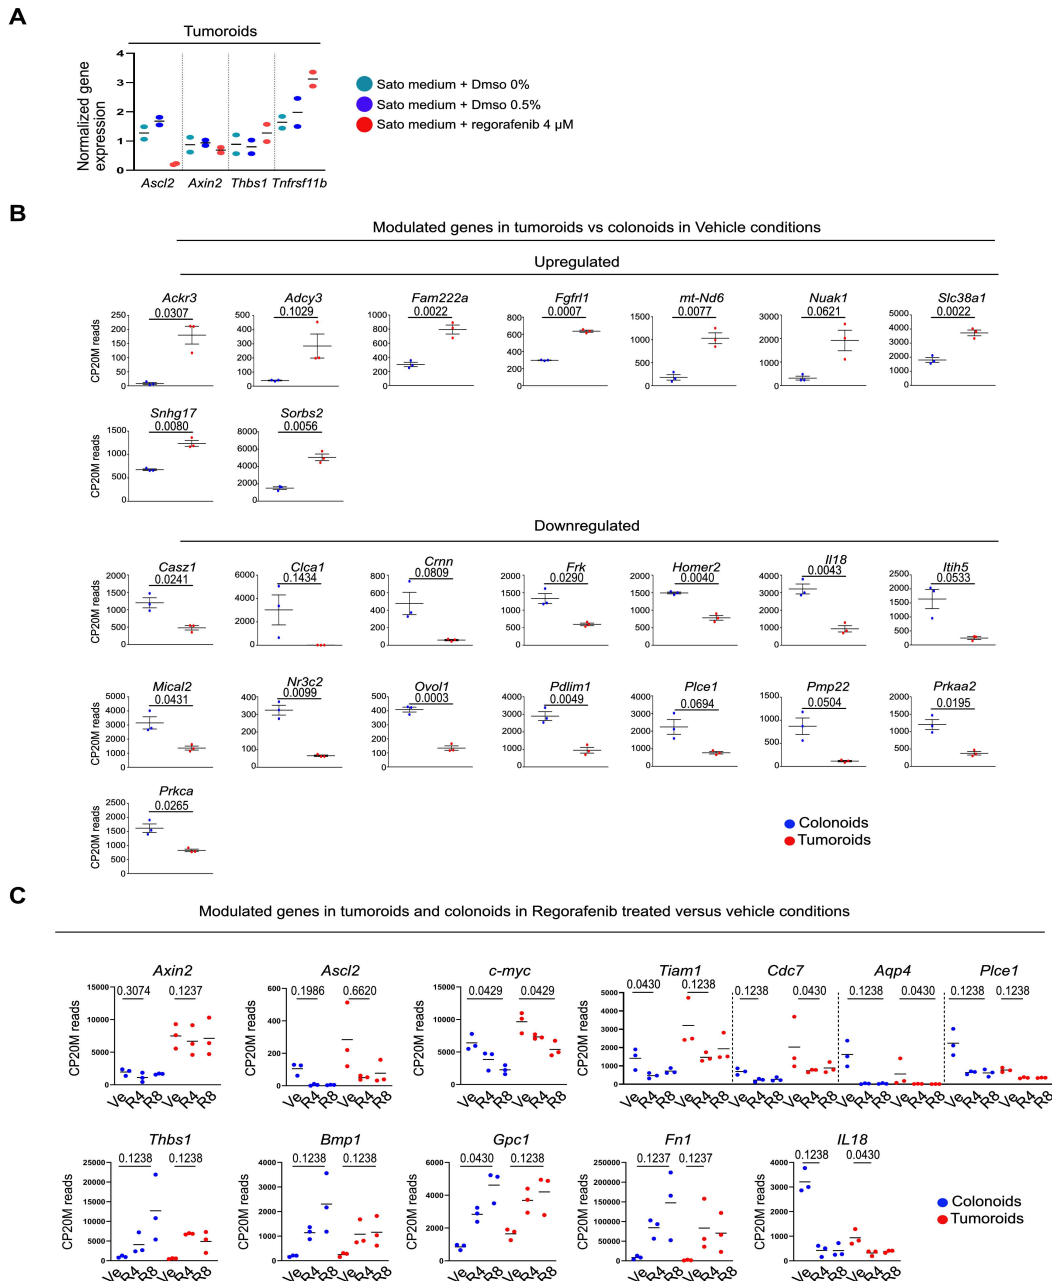

## Supplementary Figure 2.

- Representative pictures of immunofluorescence showing expression of LC3B in vehicle or drug-treated tumoroids. Nuclei counterstained with Dapi. Scale bars: 50  $\mu$ m.
- Quantification of LC3B<sup>+</sup> punctuates/cell to visualize autophagosomes. For each organoid line, data were expressed relative to vehicle (Ve) conditions (set to 1.00). A mean of 273 cells were analyzed per organoid line per condition. One-way ANOVA tests with Tukey's multiple comparisons. Ve vs R4:  $p=0.0637$ ; Ve vs A1:  $p=0.2901$ ; Ve vs R4A1:  $p=0.0274$ ; R4 vs A1:  $p=0.987$ ; R4 vs R4A1:  $p=0.0417$ ; A1 vs R4A1:  $p=0.0221$ .

**A**

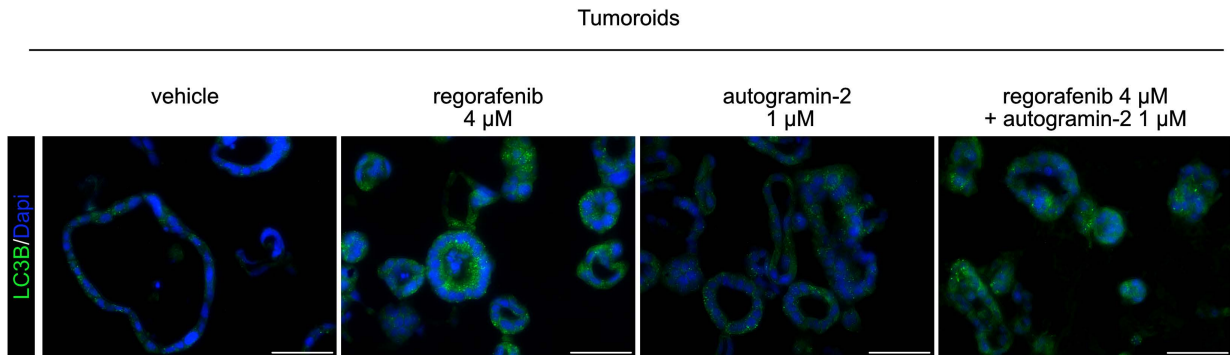

**B**

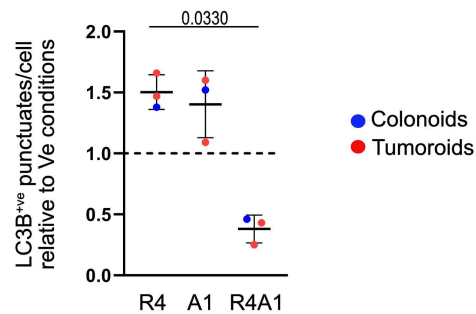

**Supplementary Figure 3.**

Expression levels of genes coding for colon fibroblast subtype markers. CP20M: counts per kilobase of transcript per 20 million mapped reads. Each symbol corresponds to the value of an organoid line generated from an individual mouse.

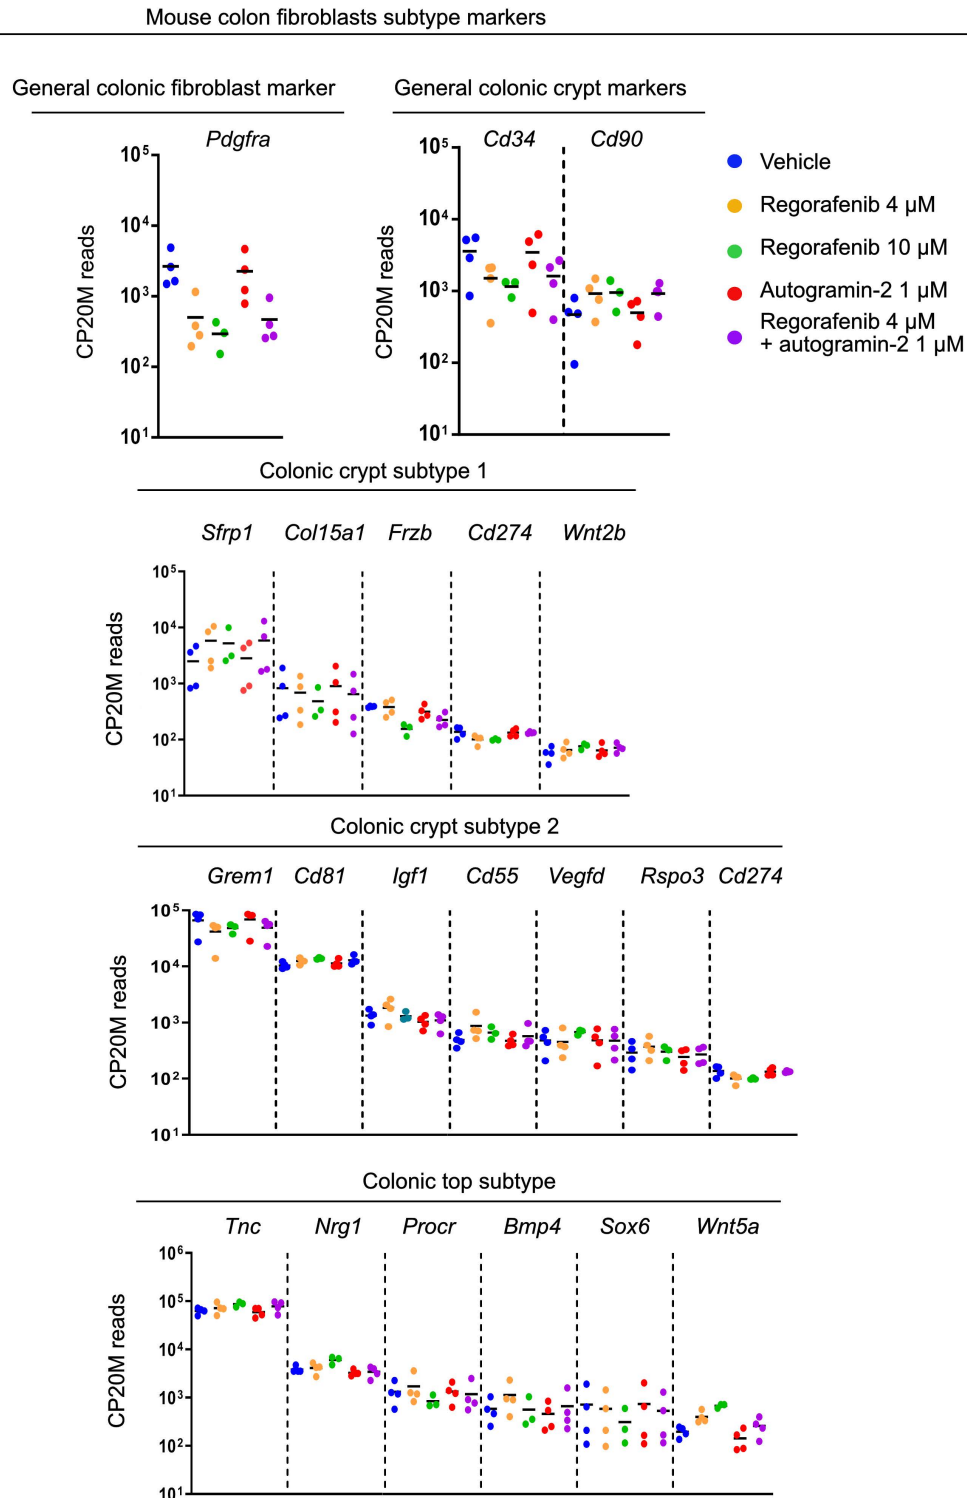

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

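Bulk RNA sequencing libraries of mouse colon organoids and of mouse colon fibroblasts were used. The organoid table holds 24 libraries from 6 lines, 3 colonoid lines with wild-type Apc (M41, M40 and M1) and 3 tumoroid lines with Apc deleted (F11, M3 and M14). Each line was cultured for 6 days with vehicle, 4 µM regorafenib, 8 µM regorafenib or 1 µM 5-FU. The fibroblast table holds 19 libraries from 4 lines (M3, M3(2), M1(2) and M11), cultured for 7 days with vehicle, 4 µM regorafenib, 1 µM autogramin-2 or both, and for 3 of the lines with 10 µM regorafenib. Samples were grouped by the condition, line and genotype given in their labels, and organoid lines also by the supplementary table of lines, in which the fibroblast lines M1(2) and M11 are not listed. The titles of the 3 tumoroid libraries with 5-FU say colonoid, and these were placed by their genotype label, library name and that table. One M3 fibroblast library was placed by its library name, since its title gives no line.

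The deposited tables hold a signal value per gene and library, CP20M, which the authors made by trimming the reads with Trimmomatic, aligning them to GRCm38 with STAR, counting them per Ensembl gene with HTSeq and scaling the counts of each library to 20000000. The authors rounded every scaled count up, so the libraries sum to between 20006722 and 20019739 in organoids and between 20008567 and 20015495 in fibroblasts. The legends describe the values as per kilobase, while within each library genes of all lengths share 1 step, so the values were taken as scaled counts that are not divided by transcript length. The paper's text does not name the version of STAR or whether reads were counted by strand. Gene positions were read from the GENCODE M21 annotation of GRCm38, which holds 52489 of the 52636 genes in the tables.

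The step of each library was estimated from its values, and whole reads were recovered as the number that gives the value when multiplied by the step and rounded up. The recovery was tested on simulated data, where it was exact for libraries of 500000 to 9000000 reads, gave a total 1 read too high at 15000000 reads and returned 87.8% of the genes exactly at 22000000 reads, with a total off by 0.057%. The recovered reads give a depth of 512592 to 22367717 per organoid library and 7949965 to 12825919 per fibroblast library. In the organoid library with 512592 reads (colonoid line M41 at 4 µM) 1 read is 39.0 CP20M, so low values there are coarse, and 22.1% of its reads lay on transcripts that resemble ribosomal RNA. Ratios and standard errors from limma cover the variation between lines as well as counting error.

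Values were analysed as log2(CP20M + 20), where 20 CP20M is 1 CPM. Genes with at least 200 CP20M (10 CPM) in at least 2 libraries of a fit were tested, 11320 in the 18 organoid libraries with vehicle or regorafenib, 11562 in all 24 organoid libraries and 11032 in the fibroblasts. A filter on each library's own total would keep 11308, 11548 and 11025 genes. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend), with 1 coefficient per group, and p-values were adjusted with the Benjamini-Hochberg method over the genes tested. The vehicle groups of tumoroids and colonoids were compared at an FDR of 0.01 and an absolute log2 fold change of 1. The mean of the regorafenib groups was compared with the mean of the vehicle groups, over both genotypes and within each, at 0.001 and 0.585. The 2 doses, 5-FU and the fibroblast treatments were compared at 0.05 and 0.585, and the difference between genotypes in the response to regorafenib at 0.05. In fibroblasts the genes changed by any treatment were found with a moderated F test over the 4 comparisons with vehicle. Lists of genes were tested with limma's camera, with the correlation between genes estimated from the data. The lists were written by hand, because the gene sets named in the paper were not at hand. The design, the lists and the alternatives were fixed before the values were read.

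The tests were tried on simulated data with genes changed on purpose. Genes were called there at an adjusted p under 0.05, without a limit on the fold change. At that cut limma recovered 97% of the changed genes for regorafenib, 84.9% for genotype and 92.5% for 5-FU. In fibroblasts it recovered 95.5% for 4 µM regorafenib and 92% for any treatment. Between 0.6% and 6.1% of its calls were false. The limits used for the results were stricter, so these shares do not describe them. The simulated libraries also had no differences between lines that recurred across treatments.

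Because the lines recur across treatments, the libraries were checked for pairing. After subtraction of the group means, libraries of the same line correlated across genes at 0.43 on average in the 18 organoid libraries, 0.5 in the 24 and 0.72 in the fibroblasts, against −0.21, −0.25 and −0.23 between lines. The results were therefore computed with and without the line as a block, except for the comparison of genotypes, where no line has both. No library was a copy of another of the same condition, and the chi-square per gene between replicates was 8.86 at least over 51 pairs. Pairs from different conditions were not compared in this way.

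Genes named in the text are those the paper names for these libraries, the genes of the lists reported, and the 5 with the largest rise and the 5 with the largest fall in each comparison among the genes past the threshold and changed the same way in every line. Targets, ligands and fibroblast markers were called expressed at a mean of 200 CP20M in the vehicle group, without a test. One target is not reported here, and it was left out of the counts of targets and of the test for outlying libraries.

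The alternatives tried were pseudocounts of 2 and 100 CP20M, no filter and a filter on the mean, rescaling by the median of ratios, quantile normalization, voom weights, a robust eBayes fit, edgeR 4.0.16 (quasi-likelihood) on the recovered reads, the line as a block, each line left out in turn, other sets of libraries in the fit and other readings of the regorafenib comparison. The library with 512592 reads was left out, and further settings of edgeR and voom were tried, after the data had been seen. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

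The 5-FU libraries, which the paper does not report, were kept out of the organoid comparisons. The overlap with the human signature was not computed, because that list is not in the paper's files. The other assays of the paper (growth, viability, immunofluorescence, phospho-arrays, RNAscope and qRT-PCR) have no deposited values and were not examined.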

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

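The tests of Clca1 at low reads, of the response shared with 5-FU and of macrophages as the source of Spp1 were chosen only after these results were seen. The other tests in this part were set beforehand, while leaving out the library of 512592 reads was chosen after seeing the data.

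In fibroblasts 6 of 88 groups of 4 libraries had 1 library far from the others, where 4.4 are expected by chance at Dixon's critical value of 0.829. In Ve, line M3(2) was apart for Flt4 (3122 CP20M against 888 to 1226, a gap of 0.849 of the range). Line M3 was apart in Ve for Wnt5a (4736 against 3521 to 3540, 0.984). In R4, line M1(2) was apart for Galnt16 (260 against 607 to 638, 0.918). With A1, the library of M1(2) held 11962931 reads against 7949965 to 8175136 in the others (0.944). In R4A1, M3(2) was apart for Angptl4 (265 against 83 to 104, 0.885) and for Fgfr1 (4917 against 5416 to 5447, 0.942). Line M3(2) accounts for 3 of the 6. Neither a technical nor a biological explanation was tested for these libraries.

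Clca1 fell with regorafenib in the 3 colonoid lines (log2 −6.56 to −4.69) and changed by −0.72 to 0.09 in the 3 tumoroid lines. The difference between the genotypes was 5.51, with an adjusted p-value in limma of 0.0482. A fit with the line as a block gave 0.00873, and over all alternatives it ranged from 0.0034 to 1. It passed 0.05 in 1 of the 6 fits that left out one line and failed it with a pseudocount of 2 CP20M and with libraries rescaled by the median of ratios. Left without the library of 512592 reads, the fit gave 0.124. Of the 10 ways to assign the genotypes to whole lines, 1 (the real one) gave as many genes, and 10 ways cannot give a share under 0.05. A candidate explanation is that Clca1 was already too low to fall in tumoroids. Of the 3 tumoroid vehicle libraries 1 had fewer than 10 reads on the gene (11, 13 and 2 reads, against 1109, 4266 and 457 in colonoids), and 11 or 13 reads leave little room for a fall. With 4 µM the colonoids had 1 read in M41, 87 in M40 and 8 in M1. At that dose M40 stayed above the tumoroid level, and M41, where 1 read is 39.0 CP20M, does not resolve it. With 8 µM the same lines had 3, 1 and 0 reads, so at 8 µM the fall in colonoids ended near the tumoroid level. With 4 and 8 µM the tumoroids had 5 and 1 reads in F11, 0 and 0 in M3 and 5 and 2 in M14, so the reads fell in F11 and M3 too, a change that the pseudocount of 20 CP20M makes small. With only 10 ways to assign the lines, that test cannot decide whether the pattern arose by chance.

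Among 65 named genes compared between the genotypes, 3 moved in opposite directions in every line, where 3 lines against 3 fail to overlap in 10% of splits by chance. Frk changed by −0.84 to −0.39 in colonoids and 0.17 to 0.41 in tumoroids (a difference of 0.95). For Gm4875 the ranges were −0.74 to −0.26 and 0.06 to 0.26 (0.57), and for Pdlim1 −0.24 to −0.02 and 0.32 to 1.09 (0.85). Tested in limma, each of the 3 differences had an adjusted p-value of 1. All 3 had been named for being lower in tumoroids in vehicle, and the changes subtract those same vehicle libraries. Chance values there would push the changes apart in this direction, so the 10% does not measure how unusual these genes are. No explanation was tested for the 3 genes.

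At 4 µM regorafenib 9 of 40 named genes changed in opposite directions in all 6 organoid lines and all 4 fibroblast lines, where 6 lines against 4 fail to overlap in 0.952% of splits by chance. The genes had been named because they changed in one of the cultures, so this share does not measure how unusual 9 genes are. Genes higher in organoids and lower in fibroblasts, with the difference of the mean log2 fold changes, were Spp1 (2.96 and −3.31, −6.267), Fn1 (4.45 and −0.41, −4.859), Lamb1 (4.53 and −0.24, −4.762), Apol7d (4.21 and −0.40, −4.604), Vim (3.83 and −0.18, −4.015), Fam110c (1.45 and −0.88, −2.332) and Gpc1 (1.44 and −0.45, −1.89). Ptprz1 (−1.12 and 3.03, 4.149) and Plce1 (−1.42 and 1.13, 2.555) were lower in organoids and higher in fibroblasts. The difference between the cultures was not tested. Its direction was the same for all 9 genes after rescaling by the median of ratios.

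For the rise of Fn1, Lamb1 and Vim in organoids, technical explanations were weighed on 38 listed EMT and matrix genes, of which 23 were tested and 15 were past the threshold and higher with regorafenib. Fibroblasts carried over into the cultures would bring 0.0366% of the Fn1 in organoids under regorafenib, judged by 10 fibroblast genes (Col1a1 at 27.2 CP20M in organoids and 87840 in fibroblasts). With reads thinned to 4371813 per library in 17 libraries, edgeR called 15 of the 16 genes it had called on all reads. With all 18 libraries thinned to the smallest depth it called 12 of 16. After a correction for GC content and exon length, and with 11 transcripts that resemble ribosomal RNA removed, limma called 15 of the 15 each time. The correction for GC content moved values by 0.12 on average, and with the line as a block it also left 15 of 15. A response shared with another drug that slows growth could still account for the pattern. Regorafenib in colonoids and 5-FU in tumoroids, which share no library, correlated at 0.775 over 165 genes, and 148 of them changed in the same direction. These genes were chosen for their response to regorafenib, and over all 11562 genes the correlation was 0.443, with 66.4% changed in the same direction. For the reverse pairing, regorafenib in tumoroids and 5-FU in colonoids, it was 0.614 over all genes, with 70.8% in the same direction. Over the 23 genes past the threshold in tumoroids, again chosen for their response, it was 0.885, with 23 in the same direction. With 5-FU 15 of the 15 EMT and matrix genes were higher as well (median 0.99, against 2.09 with regorafenib). As a hypothesis, the rise may belong to a wider response to drugs in these organoids and not to regorafenib alone. Growth was not measured in these libraries.

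For the fall of Spp1 in fibroblasts, loss of macrophages from the cultures was weighed as the source. With the mean of the macrophage genes as a covariate, Spp1 at 4 µM changed by −2.91 ± 0.415 (adjusted p-value in limma 0.00059), against −3.31 without it (0.000218). Over the alternatives without the covariate that p-value ranged from 1.18e-08 to 0.0153. A loss of macrophages as measured by these genes therefore left most of the fall of Spp1 in place, and other sources were not tested.

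The paper does not report on the 6 organoid libraries with 5-FU, in which limma found 272 genes past the threshold (177 higher, 95 lower), 250 of them changed in the same direction in all 6 lines. That count was 584 with the line as a block. Apart from Gm42793, which lies within Spp1, the highest were Spp1 (2.34, adjusted p-value in limma 0.0441), Thbs1 (2.31, 0.0035), Mycn (2.26, 0.000328) and S100a7a (2.20, 0.00616), and the lowest Trib3 (−2.64, 0.00945), Chac1 (−2.59, 0.00171), Adm2 (−2.47, 0.0212), Mthfd2 (−1.98, 0.00103) and Atf5 (−1.83, 0.0111). Of 19 genes listed as targets of Atf4, 18 were lower (median −0.90, adjusted p-value in camera 0.0357, and from 6.17e-16 to 0.158 over the alternatives). Swapping 5-FU and vehicle within lines gave as many genes in 1 of 32 ways, the real one, and at most 5 genes otherwise. Without the library of 512592 reads, edgeR called 438 of 535 genes again on reads thinned to 4371813 per library. The 535 were its calls on all reads of the same 23 libraries. After the correction for GC content and exon length 253 of the 272 genes passed, and 538 of 584 with the line as a block. Labels of the 5-FU libraries give a DMSO concentration for 0 of 6, and those of the regorafenib libraries give none either, so the change cannot be told apart from an effect of the vehicle concentration here. The paper reports that 0.5% DMSO did not significantly alter gene expression against culture medium, in data not analysed here.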

How the results depend on the processing

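The design, the thresholds and the alternatives below were chosen before the data were examined, apart from leaving out the library with 512592 reads and the further settings of edgeR and voom, which were chosen after seeing the data. Counts are of genes past the thresholds in limma unless another tool is named. As reported they were 16 between genotypes, 563 with regorafenib in organoids, 165 in colonoids, 23 in tumoroids, 1 for the difference in response between genotypes, 51 between doses, 272 with 5-FU, and in fibroblasts 570 with any treatment, 809 in R10, 113 in R4, 0 with A1 (120 genes at an unadjusted p-value under 0.05), 183 in R4A1 and 1 between R4A1 and R4.

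Some counts held across the alternatives chosen in advance. That of A1 was 0 in each of them, with 93 to 885 genes at an unadjusted p-value under 0.05 apart from the fits that left out a line. For any treatment in fibroblasts it was 421 to 825 and for R10 618 to 987, except with the line as a block and in the fits that left out a line, which are given below. Regorafenib in organoids gave 417 to 799 genes under other pseudocounts, filters and scalings, voom, a robust fit, the line as a block, 2 groups without genotype, 8 µM alone and all 24 libraries.

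The following counts moved by more than 1.5 times, and the cause was not tested except where a value is given. With a pseudocount of 2 CP20M the genotypes differed in 3 genes and their responses in 0 (326 at an unadjusted p-value under 0.05), and with 100 CP20M the genotypes differed in 33. Without a filter the counts were 99 in colonoids, 5 in tumoroids, 3 for the difference in response, 10 between doses and 153 with 5-FU. With the filter on the mean they were 4 between genotypes and 0 for the difference in response (294 unadjusted). With voom they were 3 between genotypes, 80 in colonoids, 2 in tumoroids, 0 for the difference in response (328 unadjusted), 69 in R4 and 117 in R4A1. The robust fit gave 0 for the difference in response (343 unadjusted).

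Rescaling by the median of ratios gave 31 genes between genotypes, 57 in tumoroids, 0 for the difference in response (379 unadjusted), 93 between doses and 0 between R4A1 and R4 (655 unadjusted). Quantile normalization gave 36, 68, 0 (451 unadjusted), 92 and 0 (710 unadjusted) for the same results. In colonoids the share of higher genes rose from 52.7% as reported to 65.7% and 64.8% under these scalings. Between doses it fell from 41.2% to 28.0% with the median of ratios. On the values as deposited the median of all genes tested was −0.103 with regorafenib in organoids, −0.145 in colonoids, 0.102 for the difference in response and 0.112 between doses. With edgeR on the recovered reads the counts were 27 between genotypes, 889 with regorafenib, 53 in tumoroids, 0 for the difference in response (439 unadjusted), 96 between doses, 427 with 5-FU and 0 between R4A1 and R4 (677 unadjusted).

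With the line as a block the counts rose to 268 in colonoids (142 of the 165 among them), 95 in tumoroids (22 of 23), 201 between doses (51 of 51), 584 with 5-FU (272 of 272), 1763 with any treatment in fibroblasts (552 of 570), 1519 in R10 (770 of 809), 796 in R4 (113 of 113), 771 in R4A1 (183 of 183) and 158 between R4A1 and R4 (1 of 1). Libraries of the same line correlated at 0.43 in 18 organoid libraries, 0.5 in 24 and 0.72 in fibroblasts after the group means were subtracted, and the block removes that shared part.

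Other sets of libraries and other readings of the comparisons gave further counts. Between genotypes 0 genes passed with only the 6 vehicle libraries in the fit (1997 unadjusted) and 46 with all 24. With regorafenib 170 passed in a joint test of the 4 comparisons with vehicle within genotype, 218 in a joint test of the 5 comparisons with colonoids in vehicle, 20 in both genotypes separately and 193 at 4 µM alone. With only the libraries compared in the fit, 42 passed in R4, 62 in R4A1 and 0 between R4A1 and R4 (291 unadjusted).

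Across the 6 fits that each left out one line the counts were 3 to 49 between genotypes, 155 to 642 with regorafenib, 1 to 65 in colonoids, 0 to 98 in tumoroids, 0 to 1 for the difference in response, 0 to 35 between doses and 26 to 254 with 5-FU. The fits with 0 genes had 1512 to 1717 at an unadjusted p-value under 0.05 in tumoroids, 120 to 473 for the difference in response and 916 between doses. Across the 4 fits that each left out one fibroblast line they were 145 to 926 with any treatment, 358 to 1118 in R10, 28 to 317 in R4, 0 to 0 with A1, 32 to 359 in R4A1 and 0 to 0 between R4A1 and R4 (48 to 165 unadjusted with A1, 206 to 763 between R4A1 and R4).

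The organoid results are limited by the colonoid library of line M41 at 4 µM, which holds 512592 reads where the median of the organoid libraries is 15697936. In it 22.1% of the reads lay on transcripts that resemble ribosomal RNA, and leaving it out does not separate that from its low depth. With this library left out, the counts were 84 between genotypes, 1127 with regorafenib, 481 in colonoids, 171 in tumoroids, 0 for the difference in response (634 unadjusted), 130 between doses and 493 with 5-FU. Adding the line as a block gave 1428 genes with regorafenib. The median residual SD fell from 0.352 to 0.236 without it, so this library widened the spread that the organoid results share. At 4 µM in colonoids 1 read of it is 39.0 CP20M, and changes of low genes in that line are not resolved.

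Further settings of edgeR and voom on the values as deposited, chosen after seeing the data, moved other counts. With edgeR the difference in response gave 0 (390 unadjusted), the doses 84 and R4A1 against R4 0 (673 unadjusted), and with legacy off the genotypes gave 25. With voom the genotypes gave 3 with 18 libraries and 8 with 24. For regorafenib over 18 libraries in edgeR, the joint test of 4 comparisons gave 153, 147, 184 and 172 genes (default, robust, legacy off, and both). That of 5 gave 211, 202, 260 and 258, and 4 µM alone gave 281, 270, 300 and 292. With voom the joint tests gave 78 and 84, 4 µM alone 116 and 8 µM alone 328. Over 24 libraries edgeR gave 880 with the contrast of means and 355 with the joint test of 4 comparisons, and voom 191 and 224 with the joint tests and 233 at 4 µM alone.

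At 1 CPM in place of 10 CPM 8 targets instead of 3 and 14 ligands instead of 6 were detected in colonoids, and 5 targets instead of 3 and 16 ligands instead of 8 in tumoroids. Over the genes past the threshold in the organoid contrast the responses of colonoids and tumoroids correlated at 0.939, against 0.784 over all genes, and those of organoids and fibroblasts at 0.211, against 0.102. Genes chosen for passing in both genotypes together raise the first of these by their selection.

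Reversed directions were few, all of them for results not past their threshold. Cdh1 with regorafenib in organoids (−0.02 as reported) was 0.047 with the median of ratios and 0.096 without the library of 512592 reads, with adjusted p-values in limma of 0.857 and 0.585 (0.585 to 0.999 over its alternatives), and −0.093 to 0.021 across the 6 fits that left out one line. Cxcl1 was −0.091 to 0.442 across those fits, Muc2 in tumoroids −0.658 to 0.154 across 5 of them and Chga in tumoroids −0.576 to 0.037 across 4, the gene being below the filter in the others. The median of the matrix genes in R10 was 0.007 as reported and −0.076 with the line as a block (adjusted p-value in camera 0.9, and 0.881 to 0.99 over its alternatives).

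Named genes otherwise changed as follows. With each line left out 547 results stayed on their side of the threshold, 161 became weaker and 5 stronger. With a pseudocount of 2 CP20M 11 of 136 became weaker, with the median of ratios 5 became stronger and 3 weaker, with the line as a block 16 stronger and 1 weaker, and without the library of 512592 reads 6 stronger and 1 weaker. Of 21 results of gene lists, 15 became stronger with the correlation between genes fixed at 0.01, while the median of ratios made 1 stronger and 1 weaker. The exact p-value of genotype on the principal component that follows it was 0.1 in every setting, the smallest that 3 lines against 3 can give. All the alternatives were run. No paired analysis was possible for the comparison of genotypes because no line has both.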

Differences from the paper's values

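Settings of edgeR and voom on the values as deposited, and the fits without the library of 512592 reads, were chosen after seeing the values. The other alternatives in this part were set before the data were examined. For several genes it names, the paper shows single-gene tests. These were Welch's t tests between genotypes and ANOVA with Tukey's comparisons between treatments. Adjusted p-values here cover all genes tested, so a gene that misses a limit does not contradict those tests.

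Between tumoroids and colonoids in vehicle 16 genes passed, against the paper's 70. Of the alternatives set before the data were examined, only leaving out line M1 came within 1.5 times of the paper's value, with 49 genes. The others did not, with 0 genes with only the 6 vehicle libraries in the fit (1997 at an unadjusted p-value under 0.05), 3 with a pseudocount of 2 CP20M, with voom or without line M14, 4 with the filter on the mean, 5 without M40 or M3, 13 without F11, 16 with the robust fit or without the sex chromosomes, 19 without M41, 21 without a filter, 27 with edgeR on the recovered reads, 31 with the median of ratios, 33 with a pseudocount of 100 CP20M, 36 with quantile normalization and 46 with all 24 libraries. Leaving out the library of 512592 reads, chosen after seeing the values, gave 84.

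With regorafenib in organoids 563 genes passed, against the paper's 277. Alternatives set before the data were examined that came within 1.5 times were the joint test over the 5 comparisons with colonoids in vehicle (218), 4 µM alone (193) and the fits without M40 (223), F11 (223), M1 (217) and M3 (193). Those that did not were both genotypes separately (20), the fit without M14 (155), the joint test over 4 comparisons (170), voom (417), no filter (439), 2 groups without genotype (457), the filter on the mean (479), 8 µM alone (501), pseudocounts of 2 (540) and 100 CP20M (576), the robust fit (553), the fit without M41 (642), the median of ratios (702), the line as a block (755), all 24 libraries (786), quantile normalization (799) and edgeR on the recovered reads (889). Of the settings chosen after seeing the values, those within 1.5 times were, in edgeR over 18 libraries, 4 µM alone (270 to 300 genes in 4 settings) and the joint test over 5 comparisons (202 to 260), in voom 8 µM alone (328), and over 24 libraries edgeR's 4 µM alone (398) and joint test over 4 comparisons (355) and voom's joint tests (191 and 224) and 4 µM alone (233).

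In the list of genes changed by regorafenib the paper draws about 140 genes as higher and about 140 as lower (Fig. 5C, read by eye), against 319 and 244 here. For the higher genes 9 of the alternatives set before the data were examined came within 1.5 times, namely voom (197), 4 µM alone (132), the joint tests over 4 (109) and 5 (133) comparisons and the fits without F11 (147), M1 (138), M40 (136), M14 (115) and M3 (107), and 14 did not. For the lower genes 3 did, namely no filter (189), 2 groups without genotype (190) and the filter on the mean (201), and 20 did not. Of the settings chosen after seeing the values, 6 came within 1.5 times for both, namely in edgeR the joint test over 5 comparisons with legacy off (142 higher, 118 lower) and with robust as well (141, 117), edgeR's joint test over 4 comparisons with 24 libraries (209, 146), voom at 8 µM alone (171, 157), and with 24 libraries voom's joint test over 5 comparisons (125, 99) and 4 µM alone (119, 114). In that figure 63 of the genes drawn could be tested, and 46 passed. Pdlim1 (adjusted p-value in limma 0.143), Ackr3 (0.542) and Lif (0.00237) were among those that did not. The joint test over 5 comparisons called Pdlim1, the median of ratios and the line as a block called Lif, as did the fit without M40, and none of these settings called Ackr3. The same joint test in edgeR, chosen after seeing the values, called Pdlim1 and Lif.

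The paper names Ackr3, Adcy3, Fam222a, Casz1, Frk and Homer2 as differing between tumoroids and colonoids. In limma all had the direction the paper gives, with adjusted p-values of 0.0398, 0.0268, 0.0268, 0.0329, 0.0352 and 0.0675, none under 0.01. Frk passed with the median of ratios (0.00559). Without the library of 512592 reads, a setting chosen after seeing the values, Casz1 (0.00987) and Frk (0.00304) passed and the others had 0.0176, 0.0106, 0.0117 and 0.0144. Over their alternatives these p-values ranged from 0.00304 to 0.295. The stem cell genes Axin2, Ascl2, Myc, Tiam1 and Cdca7 (Cdc7c in the paper), which the paper gives as higher in tumoroids, were higher with adjusted p-values of 0.0362, 0.355, 0.351, 0.114 and 0.14. Axin2 passed without that library (0.00645), again a setting chosen after seeing the values, and the range over the alternatives was 0.00645 to 0.741.

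Chga and Muc2, which the paper gives as lower with regorafenib, fell by 1.14 and 2.16 on the log2 scale, with adjusted p-values in limma of 0.132 and 0.0229 against a limit of 0.001. None of the settings run for these genes over both doses called them (0.0134 to 0.348 and 0.00132 to 0.13 over the alternatives). Myc (0.00205), Tiam1 (0.00287) and Cdca7 (0.00219), which the paper gives as lower in both organoid types, missed the limit as well. With the line as a block they passed, at 0.000385, 0.000971 and 0.00063. Myc also passed with the median of ratios (0.000582) and without M41 (0.000973), and in a setting chosen after seeing the values, without the library of 512592 reads (0.00036). The ranges over their alternatives were 0.00036 to 0.0243, 0.000971 to 0.0305 and 0.00063 to 0.0154.

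The paper places Thbs1 among the genes that rose most with regorafenib and Il18 among those that fell most. Here Thbs1 ranked 14 among the higher genes and Il18 39 among the lower, while Fn1 and Car1 ranked 1. Inha, which the paper counts among the genes raised in organoids, did not reach 200 CP20M in 2 libraries and was not tested. Vegfb, which the paper lists among the ligands detected, was at 175 CP20M in colonoids, below the 200 CP20M used here and above the level of the alternative, 1 CPM. Artn, which the paper does not list, was at 386 CP20M in tumoroids. Spp1, Slfn2 and Angptl4, which the paper gives as lower in R4A1 than in R4, had adjusted p-values in limma of 0.882, 0.182 and 0.87. With the line as a block they had 0.0439, 0.00799 and 0.0388, and up to 1 over the other alternatives.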

Other observations

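The tests of the library of 512592 reads, of the sex of the lines, of macrophages as the source of Slfn2, of a male line mixed into F11 and of the cell cycle genes across sign patterns were chosen only after the results were seen. The other tests in this part were set beforehand.

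The counts of genes past the thresholds were compared with those from other assignments of the conditions to the same libraries. Of 10 assignments of the genotypes to whole lines, 1 gave as many genes as the 16 found (2 at most in the others), and 10 assignments cannot give a share under 0.05. When the vehicle label was moved to 1 of the 3 libraries of each line, 1 of 100 drawn assignments gave as many genes with regorafenib in organoids (2 at most otherwise), 1 of 27 in colonoids (7 at most) and 1 of 27 in tumoroids (0 at most, where 2503 genes had an unadjusted p-value under 0.05 in the real assignment). Swaps of the doses within lines gave as many genes in 1 of 32 ways. In fibroblasts 1 of 100 drawn assignments gave as many genes with any treatment. Within-line swaps against Ve gave as many in 1 of 4 ways for R10, 1 of 8 for R4, 1 of 8 for R4A1 and 8 of 8 for A1, where the real count is 0 (120 genes unadjusted). For R4A1 against R4 it was 1 of 8, and again 1 of 8 with the line as a block (158 genes). In each case the 1 is the real assignment. With 4 or 8 ways a share under 0.05 is not possible, so these fibroblast counts cannot be told apart from chance assignments by this test.

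For the low count of genes between tumoroids and colonoids a candidate explanation is the colonoid library of line M41 at 4 µM, in which 22.1% of the reads lay on transcripts that resemble ribosomal RNA. Without it 84 genes passed instead of 16, although it is not a vehicle library, and the median residual SD fell from 0.352 to 0.236. The spread is shared by all groups of the fit, and this result fits a single library that widens it. Sex of the lines was weighed as well, since F11 is the only line with Xist. Without F11 13 genes passed, while the 84 were found with F11 kept, so the count did not rise without the female line. A fit without a line also has fewer libraries, and leaving out any one line gave 3 to 49.

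Macrophage genes fell in fibroblast cultures. Of 20 listed genes 5 were tested, and their mean fell in R4 by 0.90 on the log2 scale (4 of 4 lines, −1.44 to −0.34), in R10 by 1.33 (3 of 3 lines), with A1 by 0.29 (4 of 4) and in R4A1 by 1.57 (4 of 4). From R4 to R4A1 it fell by 0.68 (4 of 4). Averaged over the list, the level was 228 ± 155 CP20M in Ve and 78.5 ± 41.2 in R4 (mean ± SD). On reads thinned to 7949965 per library the mean still fell in 4 of the 4 lines, by 0.91. As a hypothesis, the cultures may hold a few macrophages that regorafenib reduces, and cells of that kind were not counted. Slfn2 was then tested for this source. In the fit with the line as a block and the mean of the macrophage genes as a covariate it changed by −1.427 between R4 and R4A1 (adjusted p-value in limma 0.0325), and by −1.18 without the covariate (0.00799, and up to 1 over the alternatives without the block), lower in 4 of 4 lines. Loss of macrophages as measured by these genes therefore does not account for its fall.

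Xist was present in the tumoroid line F11 and at 7 CP20M or less in the other lines. It was at 22231 CP20M in F11 in vehicle, 6859 with 4 µM, 3921 with 8 µM and 11984 with 5-FU, in 1 library each. Reads from a male line mixed into the regorafenib cultures were weighed as a cause. Ddx3y, at 742 CP20M or more in the libraries of the other lines, had 0 reads in each F11 library. If X-linked genes had risen with the loss of Xist, they would be higher against autosomal genes. The median of 313 X-linked genes changed by 0.048 against autosomal genes in F11, within the −0.135 to 0.109 of the other lines. The fall rests on 1 line and remains unexplained.

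Cell cycle genes were lower with autogramin-2 alone, although 0 single genes passed the threshold (120 unadjusted). The mean of 28 genes fell by 0.32 in M3, 0.11 in M3(2), 0.09 in M1(2) and 0.95 in M11. Of the 8 sign patterns of the 4 differences 1 gave a mean as far from 0, an exact p-value of 0.125 and the smallest that 4 lines can give. After a correction for GC content and exon length the mean was −0.332, against −0.365 without it. In limma's camera test the adjusted p-value of the list was 1 (0.866 with the line as a block, and down to 4.56e-12 with the correlation between genes fixed at 0.01), with 28 of 28 genes lower. A chance pattern over 4 lines cannot be ruled out. In R4A1 28 of 28 genes were lower than in Ve (median −0.92, adjusted p-value in camera 0.592), and 5 passed the threshold.

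At 4 µM the responses of organoids and fibroblasts correlated at 0.102 over 9521 genes, and 54.3% of the genes changed in the same direction. Of the 563 genes changed in organoids 39 were also past the threshold in R10, 36 of them in the same direction. Between the genotypes 29 of 30 proliferation genes had a higher response in tumoroids (median difference 1.30), with an adjusted p-value in camera of 0.581. Of 25 listed autophagy genes 14 were higher with regorafenib in organoids (median 0.05, adjusted p-value in camera 0.908). Some genes that the paper measured by qRT-PCR in co-treated tumoroids changed with regorafenib by 1.26 for Mex3a (adjusted p-value in limma 0.000539, 6 of 6 lines), 0.61 for Ptk7 (0.0745, 6 of 6), 0.16 for Tnfrsf11b (0.782, 4 of 6) and 0.04 for Yap1 (0.822, 4 of 6). Cxcl1, which the paper measured as a secreted protein, changed by 0.11 (0.893, 4 of 6). In tumoroids alone at 4 µM the changes were 1.13 for Mex3a (0.0896, 3 of 3), 1.01 for Tnfrsf11b (0.426, 3 of 3), 0.98 for Cxcl1 (0.592, 3 of 3), 0.765 for Ptk7 (0.329, 3 of 3) and 0.09 for Yap1 (0.881, 2 of 3).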
